# Comparative Transcriptomic Analysis of the Interaction between *Penicillium expansum* and Apple Fruit (*Malus pumila* Mill.) during Early Stages of Infection

**DOI:** 10.3390/microorganisms7110495

**Published:** 2019-10-28

**Authors:** Kaili Wang, Xiangfeng Zheng, Xiaoyun Zhang, Lina Zhao, Qiya Yang, Nana Adwoa Serwah Boateng, Joseph Ahima, Jia Liu, Hongyin Zhang

**Keywords:** cell wall degradation enzymes, ETI, *Penicillium expansum*-Apple interaction, pH regulation, plant hormone signaling, PTI

## Abstract

Blue mold, caused by *Penicillium expansum*, is an important postharvest disease of apple, and can result in significant economic losses. The present study investigated the interaction between *P. expansum* and wounded apple fruit tissues during the early stages of the infection. Spores of *P. expansum* became activated one hour post-inoculation (hpi), exhibited swelling at 3 hpi, and the germ tubes were found entering into apple tissues at 6 hpi. RNA-seq was performed on samples of *P. expansum* and apple fruit tissue collected at 1, 3, and 6 hpi. The main differentially expressed genes (DEGs) that were identified in *P. expansum* were related to interaction, cell wall degradation enzymes, anti-oxidative stress, pH regulation, and effectors. Apple tissues responded to the presence of *P. expansum* by activating pathogen-associated molecular pattern (PAMP)-triggered immunity (PTI) at 1 hpi, then activated effector-triggered immunity (ETI) at 3 hpi. This research provides new information on the interaction between *P. expansum* and apple fruit tissue at an early stage of the infection process.

## 1. Introduction

Apple is one of the major fruit crops produced worldwide and can be stored for long periods of time under proper conditions, to ensure a sufficient supply of fresh fruits all year round [1]. Apple fruit possesses a high level of nutrients, making them susceptible to postharvest diseases during processing and storage [2]. *Penicillium expansum*, commonly referred to as blue mold, is the most common postharvest pathogen on apples and can cause up to a 50% loss in marketable fruit [3]. *P. expansum* also produces patulin, which is an immunotoxin, hepatotoxin, and neurotoxin in humans and animals [3].

The use of chemical fungicides remains the principle method of managing postharvest diseases in apple and other fruits [4]. However, regulatory and public concerns have increasingly been raised about the effect of synthetic chemicals on human health and the environment [5]. Although biological control has been reported to be an alternative to the use of synthetic chemical fungicides [6], they are not as effective. Therefore, the need to develop effective biologically-based alternatives has fostered studies directed at better understanding the molecular interactions that occur between postharvest pathogens and their hosts.

*P. expansum* is a necrotrophic pathogen that infects tissues through wounds or other entry ports in fruit tissues [7]. The transcriptomic analysis of the interaction between *P. expansum* and a susceptible resistant apple genotypes at 24, 48 and 72 h post-inoculation (hpi) has previously conducted [8]. Necrotrophic pathogens, however, may initiate their infection process immediately after spores come into contact with wounded tissues [9]. Therefore, earlier time points in the interaction between *P. expansum* and apple tissues still need to be examined.

Several studies have been conducted on the interaction between *P. expansum* on apple, and these include the response of apple to *P. expansum* and a non-pathogen, the effects of fruit maturity on susceptibility, the role of reactive oxygen species (ROS) and the identification of putative secreted effectors produced by *P. expansum.* However, no transcriptomic studies have been conducted in the early stages (0–6 hpi) of the infection process. Therefore, in the present study, high-throughput sequencing of the apple and fungal transcriptome were conducted during the initial stages of the infection process. RT-qPCR was used to confirm the accuracy of the transcriptome data. This approach provided details about the transcriptional changes that occur in *P. expansum* and apple during the first six hours of the infection process. Differentially expressed genes (DEGs) and their associated metabolic pathways were identified for different biological processes in both the pathogen and fruit.

## 2. Materials and Methods

### 2.1. Fruit

Apple (*Malus pumila* Mill, Yantai, China) fruits used in this study were selected at commercial maturity with uniformity in appearance and size, and the absence of any infections or injuries. The fruits were disinfected by immersion in 0.2% (*w*/*v*) NaClO for 2 min, washed in water, and then air dried.

### 2.2. Pathogen

*P. expansum* strain was originally isolated from rotten apple fruits. Following the methodology of Yan et al. for culturing the *P. expansum* fungi [10]. Afterwards, spore suspensions were prepared and adjusted to the required concentration with sterile distilled water. The spores at this stage were re-suspended with a vortex and considered to be resting spores [11].

### 2.3. Inoculation of Apples with P. expansum

Three wounds (5-mm-deep and 4-mm-diameter) were made with a sterile corkborer around the equator of each fruit. Then, 30 μL of the spore suspension (4 × 10^8^ spores/mL) of *P. expansum* were inoculated into each apple wound. The treated apples were then put in enclosed plastic baskets to maintain a 95% humidity and incubated at 25 °C.

### 2.4. Microscopy

Apples wounds were inoculated with resting spore suspensions of *P. expansum*, and the establishment of the spores was monitored with a Pannoramic MIDI slide scanner (3DHISTECH Kft., Budapest, Hungary) to determine the key time points to collect samples for the transcriptomic analysis. Sections of the inoculated apple wounds were made with a scalpel and stained with carbonic acid lactate cotton blue stain for 2 min. Excess dye fluid was then absorbed with a piece of filter paper. A drop of neutral gum sealant was then placed on the sample, followed by a coverslip, which was then pressed gently until the excess neutral gum was discharged from under the coverslip. The slide was then cleaned with xylene to remove excess neutral gum on the edge of the coverslip. The infection process was observed at different time points of (0, 1, 3, 6, 9, 12 hpi) with the aid of a Pannoramic MIDI slide scanner. The infection process was examined twice using three biological replicates (individual apples) during each observation.

### 2.5. RNA Extraction

Tissue samples from wounded, inoculated apples were collected 1 hpi, 3 hpi, and 6 hpi. Samples taken at 0 hpi were used as a control. RNA was extracted strictly according to the operation instructions of Spin Column Fungal Total RNA Purification Kit (Sangon. Co., Shanghai, China). The inoculated apple wound tissues (approximately 2 g) were immediately immersed in liquid nitrogen and ground into a fine powder. Ground tissue samples were placed at −80 °C until further processing. Adsorption columns and collection pipes were used to purify the RNA. The quality of RNA was measured using a One Drop OD-1000+ spectrophotometer (Wuyi Science and Technology Co., Ltd., Nanjing, China). RNA was extracted from the wounds of three independent biological replicates for each time point. Each group was composed of 3 apples.

### 2.6. RNA-Seq Library Construction and Illumina Sequencing

Each RNA sample of apple wound tissues treated at different hours post-inoculation (0, 1, 3, 6 hpi) were used to conduct RNA-seq with three microgram high-quality RNA of each sample used for cDNA library. Enrichment of mRNA was performed through magnetic Oligo (dT) beads. RNA sequencing libraries were produced with the NEBNext^®^ Ultra RNA Library Prep kit for Illumina (New England Biolabs, Ipswich, MA, USA) with multiplexing primers, strictly according to the manufacturer’s instructions. The Agilent 2100 bioanalyzer and ABI StepOnePlus Real-Time PCR System were used to quantify and qualify the cDNA sample library, respectively. Finally, the library was sequenced via the Illumina HiSeq X Ten with the pair-end mode (performed by Genepioneer Biotechnologies Company) [12]. RNA-Seq was conducted only once.

### 2.7. Bioinformatic Analysis of the RNA-Seq Data

Raw reads were pre-processed to obtain the clean reads. The high quality clean sequence reads of *P. expansum,* and apple tissues were used in the downstream bioinformatic analysis. The reference genome of *P. expansum* (taxid: 27334) and apple (taxid: 3749) were used to align the paired-end clean reads. |log2 (Fold change)| ≥1 and false discovery rate (FDR) < 0.05 were considered as significantly differential expression. DEGs were assigned by comparing the gene expression level of 1 hpi, 3 hpi and 6 hpi to the control (0 hpi). The Gene Ontology and Kyoto Encyclopedia of Genes and Genomes classification were used for GO analysis and KEGG metabolic pathway analysis of DEGs. *P*-values < 0.05 were defined as significantly enriched.

The clustered profiles of DEGs with *p*-values < 0.05 were considered as significantly different from the reference set (the DEGs of 0 hpi). Two (2) profiles (profile 1, profile 9) in *P. expansum* and 3 profiles (profile 9, profile 1, profile 4) in apple were determined significantly different from the reference set.

### 2.8. Validation of RNA-Seq Data by RT-qPCR

RT-qPCR analysis was conducted using samples collected from wounded inoculated apples at 1, 3, and 6 hpi. Primers were designed and synthesized by Sangon Biotech. The gene specificity primers used in this study were listed in Table S1. RT-qPCR analysis was performed on an ABI PRISM 7500 Real-Time PCR System (Applied Biosystems, Foster, CA, USA). A *β-tublin* gene from *P. expansum* and an *actin* gene from apple were used as internal controls to normalize the expression level, respectively. RT-qPCR experiment was repeated three times with each sample having three technique replicates. The relative expression level of genes was calculated using the 2^−ΔΔC*T*^ method, and standard deviation was calculated between three biological replicates [13].

### 2.9. Statistical Analysis

The data were analyzed by the analysis of variance (ANOVA) using the statistical program SPSS/PC version17.0 (SPSS Inc., Chicago, IL, USA) and the Duncan’s multiple range test was used for separation of means. The statistical significance was applied at the level of *p* < 0.05.

## 3. Results

### 3.1. Infection of Apples by P. expansum

The spores of *P. expansum* were oval or round when initially inoculated into wounded apple tissues (Figure 1A). The spores became activated at 1 hpi exhibiting irregular shapes that were distinctly different from their original shape (Figure 1B). The spores swelled at 3 hpi (Figure1C), and then germinated with germ tube penetration of the apple tissue visible at 6 hpi (Figure 1D,E). The developing germ tubes penetrated into the apple tissues (Figure 1F) and continued to proliferate in the wounded apple tissue (Figure 1G). The primary mycelia continued to extend into the apple tissues and were easily observed by12 hpi (Figure 1H). Based on these observations, samples of apple tissue, along with the resident spores, germ tubes, and mycelia of *P. expansum* were collected at 1, 3, and 6 hpi and subjected to RNA-seq analysis using 0 hpi as a control.

### 3.2. RNA-Seq Analysis and Validation

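Wound tissue of apple (*Malus pumila* Mill.) inoculated with spores of *P. expansum*, the fungus behind blue mold, was sampled at 0, 1, 3 and 6 hpi, and the tissue and the spores in it were sequenced together. The values used here come from 4 libraries, 1 for each time point. The paper states 3 biological replicates per time point, each a group of 3 apples, and that RNA-Seq was conducted once, and the deposited tables hold 1 column per time point. No spread between replicates could be computed, so no difference between time points below has a replicate check or a p-value. The sample labels and the methods of the paper differ on the preparation. The labels name Trizol and a TruSeq kit with 1 µg of RNA, and the methods name a fungal RNA purification kit and a NEBNext Ultra kit with 3 µg of RNA. By the labels, the control of 0 h had no contact before the RNA was taken, and by the paper it was the wound sampled at 0 hpi. The authors aligned the clean reads to the genomes of both organisms and deposited FPKM, fragments scaled to the length of the gene and to the mapped fragments of the library, in a separate table for each organism. The aligner, the counting program and the genome builds are not given in the sources used here.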

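The table of *P. expansum* lists 12532 identifiers, of which 11060 are gene models that begin with PEX2 and 1472 are assembled loci that begin with MSTRG. The table of apple lists 65858 identifiers, with 53922 gene models named after a backbone of the assembly and 11936 assembled loci. In *P. expansum*, 1377 identifiers were at 0 in all 4 libraries and 9604 reached 1 FPKM in at least 1 of them. In apple, these numbers were 15996 and 37434. The columns of apple summed to more FPKM than those of *P. expansum*, and levels were compared only within a table. Of the 11060 PEX2 identifiers, 11058 were found in the NCBI annotation of assembly ASM76974v1 of *P. expansum* strain MD-8, which was used only for gene symbols and for the order of genes, and 730 of them carry a symbol there. A change was computed for each gene as log2((FPKM + 0.1)/(FPKM at 0 hpi + 0.1)), a scale that understates the change of genes with low values. A value of 0 in such a table can be a failed estimate, so for a single gene at 0 no fold change is given and it is only said to be listed at 0. Counts of genes, medians of lists and correlations include such genes, with the pseudocount in place of the 0, unless they are said to be over genes above 0.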

An RNA-seq analysis was conducted to determine the changes in gene expression that occurred in both apple tissues and *P. expansum* over the first 6 h of the infection process. In Table S2, the Illumina sequencing of the prepared libraries provided 46.38 Gb of clean sequence data where the Q30 was 89.71%, 88.84%, 90.60% and 91.82% for the reads representing the four time points (0, 1, 3, 6 hpi), respectively (Table S2). These data indicate that the sequencing provided a sufficient number of high-quality reads that were used in the subsequent analyses. 

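Table S2 of the paper gives 44788180, 41897109, 35664992 and 32230326 clean reads at 0, 1, 3 and 6 hpi, with 1 library per time point, and does not divide them between the organisms. FPKM values hide the depth, but values of genes with few fragments are whole multiples of what 1 fragment is worth in that library, and the ratio of this worth between libraries gives their relative depth. It was read from genes under 5 FPKM whose ratio between 2 libraries fell, within 1e-05 on the natural log scale, on the most frequent ratio or on its multiples with whole numbers up to 4. Between 38 and 152 genes did so for each pair of libraries, against at most 1.3 by chance. Relative to 0 hpi, the depth behind the values of *P. expansum* was 1.45 at 1 hpi, 0.449 at 3 hpi and 1.14 at 6 hpi. The depth behind the values of apple was 0.996, 0.841 and 0.685. Each factor is known up to a ratio of small whole numbers, since the most frequent ratio between the apple libraries of 1 and 3 hpi was 0.592 where the other pairs gave 1.18. The paper's clean reads relative to 0 hpi were 0.935, 0.796 and 0.720. The ratio of *P. expansum* to apple depth, relative to 0 hpi, was 1.46 at 1 hpi, 0.534 at 3 hpi and 1.66 at 6 hpi. Values of *P. expansum* at 3 hpi therefore rest on the fewest fragments, and 3340 of its identifiers were listed at 0 there, against 2316, 2065 and 2581 at 0, 1 and 6 hpi.

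**Figure D1:**
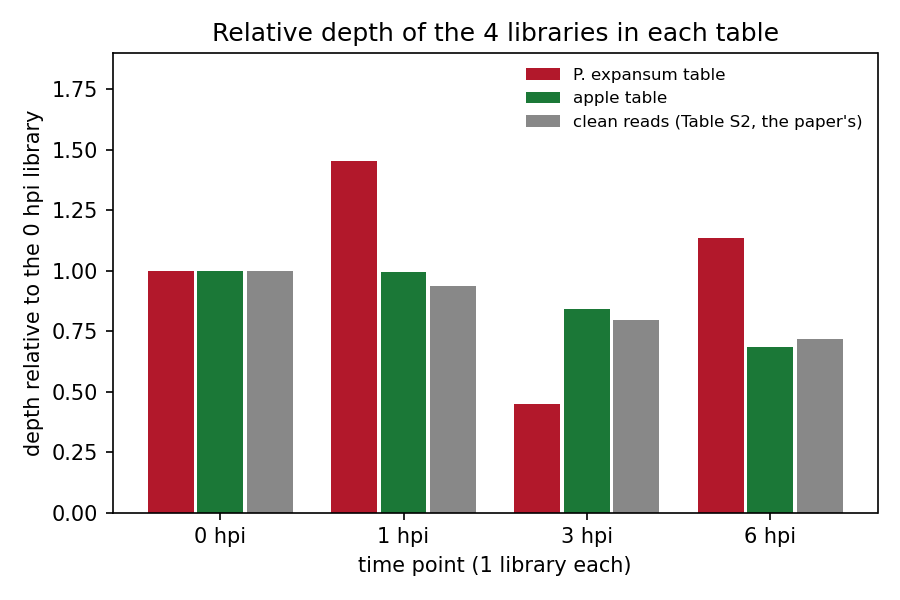
Depth of each library relative to the 0 hpi library (vertical axis, no unit) at the 4 time points, for the table of *P. expansum*, the table of apple and the paper's clean reads. The bars of *P. expansum* stand at 1.45, 0.449 and 1.14 after 0 hpi, and those of apple at 0.996, 0.841 and 0.685.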

The obtained sequence data were submitted to the NCBI’s Gene Expression Omnibus (GEO) public archive database under the accession number GSE119039.

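The threshold of the paper on the fold change, a log2 change of at least 1 in size against 0 hpi, was applied to the FPKM tables. Its second condition, on the FDR, needs replicates and was not applied, so the counts below are of genes past the fold threshold alone. Only genes with at least 1 FPKM in the 0 hpi library or in the library compared with it were counted, 8937, 9137 and 9282 genes of *P. expansum* at 1, 3 and 6 hpi and 35299, 35694 and 36203 genes of apple. The median log2 change of these genes was 0.01, -0.58 and -0.39 in *P. expansum* and 0.25, -0.43 and -0.41 in apple at 1, 3 and 6 hpi. Because this shift moves genes across the threshold, each count is also given with the median change set to 0.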

Figure 2 illustrates the number of DEGs in *P. expansum* and apple tissues that were identified at 1, 3, and 6 hpi. A **|**Log2 fold-change**|** ≥1 in the level of gene expression and an FDR < 0.05 was used to define a significant difference in the level of gene expression. A total of 200 DEGs were up-regulated and 186 DEGs were down-regulated in *P. expansum* at 1 hpi, relative to 0 hpi. 

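From the FPKM table of *P. expansum*, 456 genes rose and 429 fell by a log2 change of at least 1 at 1 hpi. After the median change was set to 0, 448 rose and 435 fell. As a ratio, a threshold of 2 moved these counts most, to 115 up and 113 down. With genes of any level counted, 924 rose and 744 fell, and with a minimum of 5 FPKM, 175 rose and 160 fell. With the assembled loci left out, the order turned, with 331 up and 352 down.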

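At 3 hpi, 1662 genes of *P. expansum* rose past the threshold and 3658 fell, so that 31.2% of the changed genes had risen. Once the median change was set to 0, 2549 rose and 2605 fell, and 49.5% had risen.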

A total of 1528 DEGs were up-regulated and 1839 DEGs were down-regulated in *P. expansum* at 3 hpi. A total of 2306 DEGs were up-regulated and 2158 DEGs were down-regulated in *P. expansum* at 6 hpi. 

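At 6 hpi, 2171 genes of *P. expansum* rose past the threshold and 3379 fell. Setting the median change to 0 gave other counts, since 2797 genes then rose and 2621 fell, which moved the share of rising genes from 39.1% to 51.6%. Among genes above 0 in both libraries, the largest rises were those of PEX2_048270, from 0.809 FPKM at 0 hpi to 184 at 3 hpi and 2549 at 6 hpi, and of PEX2_100810, from 0.0575 FPKM to 33.5 and 186. The largest falls were those of PEX2_110370, from 616 FPKM at 0 hpi to 0.355 at 6 hpi (log2 change -10.40), and of PEX2_029340, from 435 to 0.389 FPKM (log2 change -9.80). PEX2_110370 was listed at 0 at 3 hpi, and PEX2_029340 was at 1.48 FPKM there.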

All comparisons in gene expression are relative to 0 hpi. 

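Added over both directions, 885 genes of *P. expansum* passed the fold threshold at 1 hpi, 5320 at 3 hpi and 5550 at 6 hpi. The totals were 883, 5154 and 5418 with the median change set to 0.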

A total of 386, 3387, and 4464 DEGs were identified in *P. expansum* at 1, 3, and 6 hpi, respectively.

DEGs were also identified in apple tissues at 1 hpi relative to the control (0 hpi), 473 DEGs were up-regulated and 471 DEGs were down-regulated. 

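In the apple table, 1544 identifiers rose past the fold threshold at 1 hpi and 338 fell. Relative to the median change of apple, 905 rose and 504 fell, and the share of rising identifiers went from 82.0% to 64.2%. At a threshold of 2 there were 218 up and 131 down. The filter on low values moved the counts to 2749 up and 882 down without a filter and to 650 up and 159 down with a minimum of 5 FPKM.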

Subsequently, 6576 DEGs were up-regulated and 5853 DEGs were down-regulated at 3 hpi, 7805 DEGs were up-regulated and 7317 DEGs were down-regulated at 6 hpi. 

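In apple, 5394 identifiers rose past the fold threshold and 10307 fell at 3 hpi, and 6356 rose and 11099 fell at 6 hpi. Relative to the median change, 7571 rose and 6457 fell at 3 hpi, and 8397 rose and 7723 fell at 6 hpi, which moved the share of rising identifiers from 34.4% to 54.0% and from 36.4% to 52.1%. The apple table holds 3776 sets of identifiers above 0 in all 4 libraries whose values are equal to the last digit in each of them. Counted once each, a choice made after seeing the data, they leave 4947 up and 8882 down at 3 hpi and 5845 up and 9537 down at 6 hpi. Apart from the gene families for which Figure 5 prints identifiers, the sources used here do not pair apple identifiers with names. Among identifiers above 0 in both libraries, evm.model.Backbone_7478.4 rose most at 6 hpi, from 0.0724 FPKM at 0 hpi to 906 at 3 hpi and 507 at 6 hpi. It was followed by evm.model.Backbone_927.18, which has the same values as evm.model.Backbone_927.19 and rose from 0.10 to 28.3 and 282 FPKM. MSTRG.33021 fell most, from 312 FPKM at 0 hpi to 0.0820 at 6 hpi (log2 change -10.74), and MSTRG.21360 fell from 3658 to 7.53 FPKM (log2 change -8.90).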

All comparisons in gene expression were again relative to the level of expression at 0 hpi. 

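The totals of apple identifiers past the fold threshold in either direction were 1882 at 1 hpi, 15701 at 3 hpi and 17455 at 6 hpi. They were 1409, 14028 and 16120 with the median change set to 0.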

A total of 944, 12,429, and 15,122 DEGs were identified in apple tissues at 1, 3, and 6 hpi, respectively.

The results indicate a progressively greater number of DEGs in *P. expansum* and in wounded fruit tissues relative to the level of expression at 0 hpi (control), as post-inoculation time progressed. 

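The spread of the changes over genes widened in the same order as the counts. The central 50% of the genes of *P. expansum* lay between log2 changes of -0.25 and 0.28 at 1 hpi, -1.77 and 0.57 at 3 hpi and -1.59 and 0.90 at 6 hpi. In apple these limits were 0.10 and 0.43, -1.13 and 0.38, and -1.22 and 0.50.

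**Figure D2:**
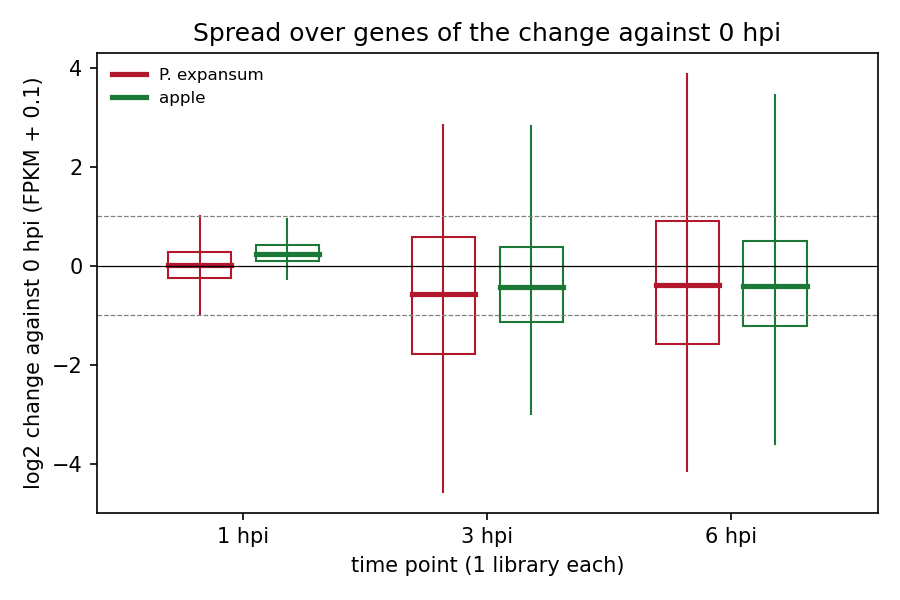
Log2 change of FPKM + 0.1 against 0 hpi (vertical axis) over genes with at least 1 FPKM in either library, for *P. expansum* and apple at 1, 3 and 6 hpi. Boxes span the central 50% of genes with the median as a thick line, thin lines span the central 90%, and dashed lines mark log2 changes of -1 and 1. The lower edges of the boxes lie at -0.25, -1.77 and -1.59 in *P. expansum* and at 0.10, -1.13 and -1.22 in apple.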

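The tables of the organisms differ in size, so the changed genes were also taken as a share of the genes counted. In *P. expansum*, 9.90% of the genes passed the fold threshold at 1 hpi, 5320 of 9137 genes at 3 hpi and 59.8% at 6 hpi. In apple, 5.33%, 44.0% and 48.2% of the identifiers did so. The number of changed genes was higher in apple at each time point, and the share was higher in *P. expansum*, under the settings above and under each alternative tried. None of these settings evens out the depth, which at 3 hpi was 0.449 of that at 0 hpi in *P. expansum* and 0.841 in apple. The higher share need therefore not be a larger response of the fungus.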

More DEGs were identified in apple than in *P. expansum* during the early stages of infection with the number of DEGs increasing sharply in both *P. expansum* and apple at 3 hpi. These results suggest that major host and pathogen responses are occurring between 0–3 hpi. 

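Correlations across genes show where the libraries parted. They describe these libraries only, since genes are not independent replicates. Over the 9604 genes of *P. expansum* that reached 1 FPKM in any library, Pearson's r of log2(FPKM + 0.1) was 0.966 between 0 and 1 hpi, 0.795 between 1 and 3 hpi and 0.885 between 3 and 6 hpi, and Spearman's rho was 0.982, 0.834 and 0.909. Over the 37434 identifiers of apple, r was 0.977, 0.813 and 0.939, and rho was 0.986, 0.848 and 0.953. In both organisms the lowest value of these 3 was that between 1 and 3 hpi. In *P. expansum* these are the deepest and the shallowest library, at 1.45 and 0.449 of the depth at 0 hpi. Genes listed at 0 enter with the pseudocount, so depth may have a part in this value. In apple the depths at 1 and 3 hpi were 0.996 and 0.841. The steps last 1, 2 and 3 h. From the number of DEGs reached by 3 hpi, the paper proposes that major responses of host and pathogen fall within the first 3 h.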

Although the number of DEGs was lower at 1 hpi relative to 3 and 6 hpi, the DEGs identified at this time may play a critical role in the early infection process, prior to the proliferation of *P. expansum* and extensive invasion of hyphae into apple tissue.

To confirm the accuracy of the results obtained in the transcriptomic analysis, ten DEGs were randomly selected for RT-qPCR analysis. The relative fold-change in the expression level of genes obtained by RT-qPCR was converted to log2 (fold-change) to compare the results with the RNA-seq data. Results indicated that the pattern of up- and down-regulation of the selected genes were similar in both the RT-qPCR and RNA-seq data (Figure 3). 

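The RT-qPCR measurements were not analysed here. Apart from the internal controls, Table S1 lists primers for 8 genes, and their RNA-seq values follow, except for PEX2_082040, which is described with the cell wall degrading enzymes. PEX2_082310 was listed at 0 at 0 and 1 hpi, and stood at 50.0 FPKM at 3 hpi and 7.63 FPKM at 6 hpi. PEX2_073880 stood at 28.1, 43.9, 311 and 106 FPKM at 0, 1, 3 and 6 hpi, which gives log2 changes of 0.64, 3.46 and 1.91. PEX2_064810 had log2 changes of 1.41, 2.23 and -0.15 on low values, at 0.940 FPKM at 0 hpi and 4.79 FPKM at 3 hpi. Of the apple genes, evm.model.Backbone_6341.1 was listed at 0 at 0 hpi and then rose from 0.315 to 3.94 and 21.4 FPKM. The value of evm.model.Backbone_1662.27 rose from 5.24 FPKM to 9.46, 309.7 and 286 FPKM, with log2 changes of 0.84, 5.86 and 5.75. In contrast, evm.model.Backbone_2586.16 was nearly unchanged at 1 hpi (22.8 and 23.1 FPKM) and fell to 4.66 and 6.29 FPKM, with log2 changes of -2.27 and -1.84. The last of them, evm.model.Backbone_2503.31, was at 0.0979 FPKM at 0 hpi and listed at 0 at the other time points.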

The gene-specific primers used in the RT-qPCR analysis are listed in Table S1.

### 3.3. Gene Expression Pattern Analysis, Clustering and Functional Enrichment of DEGs

The DEGs in *P. expansum* and apple that exhibited considerable differences in expression during the early stages of the infection process is shown in Figure 4. The number of DEGs in the significantly different expression profiles were very different in *P. expansum* and apple. 

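Profiles were rebuilt from the shapes drawn in Figure 4, since the text of the paper does not give the settings of its clustering. Genes with at least 1 FPKM in any library and a log2 change of at least 1 in size at any time point were taken, 7112 in *P. expansum* and 21442 in apple. A gene was assigned to a profile when the Pearson correlation of its 4 log2 values with the shape was at least 0.9. The shapes were 0, 1, 2 and 3 for the rising profile 9, 0, -1, -2 and -3 for the falling profile 1, and 0, -1, 1 and 1 for profile 4. Which profiles hold more genes than chance gives was not tested here.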

The DEGs in *P. expansum* were significantly overrepresented in the profiles with opposite levels of expression in Profile 1 and 9. Profile 1 (919) exhibits down-regulated patterns of expression and profile 9 (841) exhibits an up-regulated pattern of expression. 

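By this rule, 1394 genes of *P. expansum* followed the falling profile 1 and 953 followed the rising profile 9. The order turned with the median change set to 0 at each time point, when 1108 fell and 1166 rose. The correlation required moved the counts most. At 0.95 or more, 512 genes fell and 422 rose.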

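Of the changed identifiers of apple, 3655 followed the rising profile 9, 3912 the falling profile 1 and 696 the shape of profile 4. The order of the rising and the falling profile depended on the setting. With the columns rescaled to equal sums, 3475 identifiers rose and 2579 fell, and when strictly rising or falling values were required, 2670 rose and 1325 fell. The rescaling also lowers apple values against the fixed minimum and pseudocount, and left 16372 changed identifiers of 21442. The order turned as well with a pseudocount of 1 FPKM (3330 rose and 3238 fell) and with a minimum of 5 FPKM (2960 and 2689). Equal sums need therefore not be what turned it.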

Notably, the major transcriptional changes in apple were present in Profile 9 (2343), 1 (1812), and 4 (394). These results suggest that there is a greater response at the transcriptional level in apples, rather than in *P. expansum* during the early stages of infection.

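Profiles 9 and 1 held 13.4% and 19.6% of the changed genes of *P. expansum*, and 17.0% and 18.2% of the changed identifiers of apple. The shape of profile 4 was that of 3.25% of the changed identifiers of apple and of 3.49% of the changed genes of *P. expansum*. The shares depended on the scaling. Once the median change was set to 0, profiles 9, 1 and 4 held 16.7%, 15.8% and 6.07% of the changed genes of *P. expansum* and 21.5%, 22.6% and 12.5% of the changed identifiers of apple, which turns the order of the organisms for profiles 1 and 4. From the numbers of DEGs in these profiles, the paper proposes a greater transcriptional response in apple than in *P. expansum*.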

KEGG pathway enrichment analysis of the DEGs in the overrepresented profiles was conducted to investigate the function of the transcriptional changes in *P. expansum* and apple. DEGs involved in peroxisome, fatty acid degradation, tyrosine metabolism, valine, leucine and isoleucine degradation, as well as tryptophan metabolism were the top five enriched categories in profile 1 in *P. expansum*, (Figure 4a), and exhibited a decreasing trend in expression from 0 to 6 hpi (Figure 4A). In contrast, the overrepresented pathways in profile 9 exhibited an increasing trend in expression from 0 to 6 hpi (Figure 4B), and included DNA replication, mismatch repair, homologous recombination, base excision repair, and cyanoamino acid metabolism (Figure 4b). In apple, however, DEGs involved in plant-pathogen interaction, cysteine and methionine metabolism, MAPK signaling pathway—plant, plant hormone signal transduction, and alpha-Linolenic acid metabolism were the top five overrepresented categories in Profile 9 (Figure 4c), where the level of gene expression exhibited an increasing trend from 0 to 6 hpi (Figure 4C). While DEGs related to the categories of photosynthesis—antenna proteins, photosynthesis, cutin, suberin and wax biosynthesis, limonene and pinene degradation, and plant hormone signal transduction were enriched in Profile 1 (Figure 4d), where the level of gene expression exhibited a decreasing trend from 0 to 6 hpi (Figure 4D). 

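With the median change of each time point set to 0, 2463 apple identifiers had the shape of profile 4, and with the columns rescaled to equal sums 498 did. The rescaling also makes the minimum stricter and the pseudocount weigh more, so the 498 is not an effect of equal sums alone. With a pseudocount of 1 FPKM there were 484. With a minimum of 5 FPKM there were 457, and with a required correlation of 0.95 there were 133.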

The overrepresented DEGs in profile 4 decreased from 0 to 1 hpi, then increased and peaked at 3h, and finally maintained a relatively high level of expression (Figure 4E). DEGs related to cyanoamino acid metabolism, cysteine and methionine metabolism, valine, leucine and isoleucine degradation, phenylpropanoid biosynthesis, and sulfur metabolism were enriched in Profile 4 (Figure 4e). These results indicate a distinct variation in the pattern of DEG expression and KEGG pathway categories in *P. expansum* vs. apple during their interaction. The differences in the pattern and functional categories of gene expression between *P. expansum* and apple reflect their distinct responses to each other during the infection process.

### 3.4. Major DEGs in P. expansum Identified During the Early Infection Process in Apple

The key DEGs expressed in *P. expansum* during the early stages of the infection process in apples, based on GO and KEGG enrichment analysis are listed in Tables S3–S5. They comprise of genes belonging to cell wall degrading enzymes (CWDEs), anti-oxidative stress, pH regulation, and effectors.

CWDEs are important virulence factors when pathogens invade host tissues [14]. The DEGs related to CWDEs are listed in Table S3. These CWDEs fell into four major categories: Cellulase, hemicellulase, pectinase, and uncharacterized hydrolase. 

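Table S3 lists 36 genes. Counted from the FPKM table, 4 of them rose by a log2 change of at least 1 at 1 hpi, 14 at 3 hpi and 25 at 6 hpi, with at least 1 FPKM in either library. The counts were 4, 18 and 28 with the median change set to 0, and without the filter on low values they were 7, 17 and 29. At 0 hpi 9 of the 36 genes were listed at 0, and 6 of the 36 genes stayed under 1 FPKM in all 4 libraries. PEX2_004580 was listed at 0 in all 4 libraries.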

A total of 3, 13, and 32 up-regulated CWDEs were identified at 1, 3 and 6 hpi, respectively. 

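The 4 genes past the threshold at 1 hpi were PEX2_011360, PEX2_048700, PEX2_082040 and PEX2_016450. PEX2_011360, named xlnD in the annotation of strain MD-8, stood at 0.708 FPKM at 0 hpi and 3.02 FPKM at 1 hpi (log2 change 1.95) and was listed at 0 at 6 hpi. PEX2_048700 rose from 2.85 to 8.15 FPKM (log2 change 1.49). PEX2_016450, a pectate lyase gene, rose from 3.04 to 7.97 FPKM at 1 hpi (log2 change 1.36) and stood at 7.59 FPKM at 3 hpi (log2 change 1.29). The other pectinase genes with a rise at 3 hpi were PEX2_094840, from 3.83 to 36.9 FPKM (log2 change 3.24), and PEX2_040830, from 0.586 to 20.4 FPKM (log2 change 4.90). PEX2_013190, named pmeA, was listed at 0 at 0 and 1 hpi and reached 0.629 FPKM at 3 hpi and 0.583 FPKM at 6 hpi, a level at which few fragments decide the value.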

Cellulase (PEX2_048700), hemicellulase (PEX2_011360), and uncharacterized hydrolase activity (PEX2_082040) genes were up-regulated at 1 hpi, pectinases (PEX2_094840, PEX2_016450, PEX2_040830, PEX2_013190) were activated at 3 hpi. Most of the CWDEs were highly up-regulated at 6 hpi if they had been induced at 1 and 3 hpi. In addition to the identification of other CWDEs that were induced at 6 hpi, most of the CWDEs induced at 1 and 3 hpi were also highly up-regulated at 6 hpi. 

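Of the 14 genes that passed the threshold at 1 or 3 hpi, 10 (71.4%) also passed it at 6 hpi. Of the 22 genes of the list that had not passed it at 1 or 3 hpi, 15 (68.2%) passed it at 6 hpi. The list holds only genes that the paper gives as up at some time point. A gene that the paper gives no earlier rise is on it for its rise at 6 hpi. The 68.2% is therefore no comparison for the 71.4%, and whether an earlier rise goes with a later one cannot be read from it. The comparisons of 1, 3 and 6 hpi share the 0 hpi library, so some overlap arises without any change. When unchanged libraries were simulated for the 36 genes 1000 times, with the spread of the differences between the libraries of 0 and 1 hpi, 20.7% of the genes past the threshold at 1 or 3 hpi also passed it at 6 hpi. The simulation leaves out that the paper chose the list for its rise, so its value is no baseline for the 71.4%. The 4 genes that did not were PEX2_011360, PEX2_016450, PEX2_048700 and PEX2_072090. The log2 changes at 6 hpi of PEX2_016450 and PEX2_072090 were 0.90 and 0.88, under the threshold, and passed it with the median change set to 0, and that of PEX2_048700 was 0.29.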

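The median log2 change of the 36 genes was 0.03 at 1 hpi, 0.82 at 3 hpi and 2.21 at 6 hpi. Over the genes above 0 in both libraries it was 0.13 (26 genes), 0.95 (27 genes) and 1.81 (25 genes). In a ranking among 10000 random lists of 36 genes with matched mean expression, the median lay above 70.8% at 1 hpi. It lay above all of them at 3 and 6 hpi. The random lists came from genes that reached 1 FPKM in any library. For the 6 of the 36 genes that did not, the match is looser. The paper chose the list for its rise in these libraries, so this is a description of the list and not independent evidence. With a pseudocount of 1 FPKM the median at 6 hpi was 1.25.

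**Figure D3:**
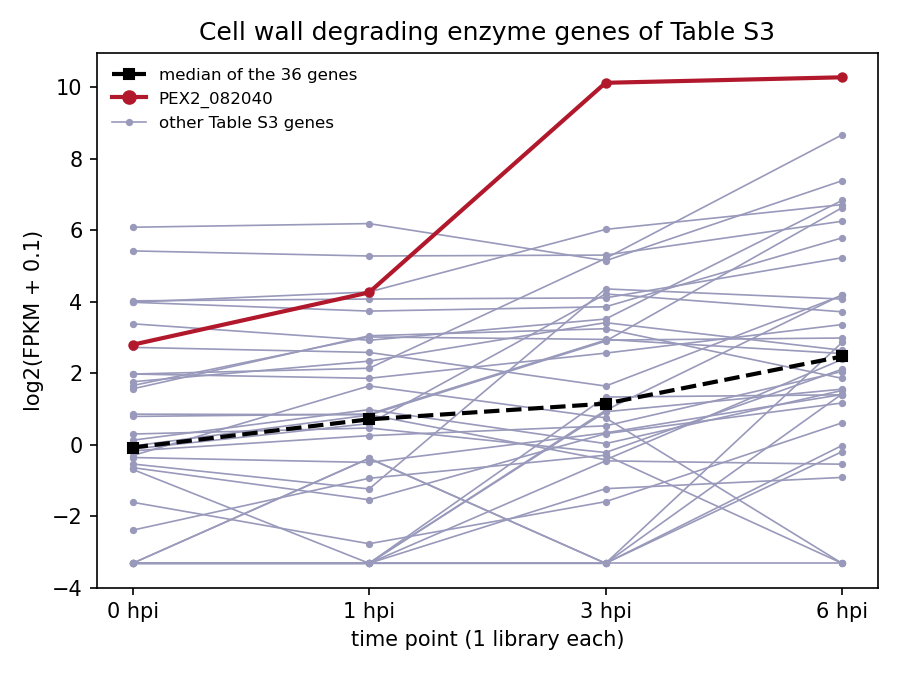
Log2(FPKM + 0.1) (vertical axis) of the 36 genes of Table S3 in the libraries of 0, 1, 3 and 6 hpi, 1 line per gene, with PEX2_082040 in red and the median of the genes as a dashed black line. The median lies at -0.08, 0.71, 1.14 and 2.47, and genes listed at 0 sit at the lower edge.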

PEX2_082040 was the only up-regulated DEG related to CWDEs that was detected at all examined time points. 

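From the FPKM values PEX2_082040 was likewise the 1 gene of the 36 that passed the threshold at all 3 time points. Simulated unchanged libraries, which leave out how the list was chosen, gave 0.313 such genes on average. They carry the spread between 0 and 1 hpi, while the 3 hpi library had 0.449 of the depth at 0 hpi. The 0.313 is therefore no baseline either. PEX2_082040 was also the single gene with either of the other pseudocounts, without the filter on low values and with the columns rescaled. With the median change set to 0, PEX2_016450 passed at all 3 time points too, and at a threshold of 2 no gene did.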

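The FPKM of PEX2_082040 was 6.84 at 0 hpi, 19.0 at 1 hpi, 1115 at 3 hpi and 1241 at 6 hpi. On the log2 scale its changes were 1.46, 7.33 and 7.48. Each time point is a single library, so the step from 3 to 6 hpi has no spread to be set against.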

The fold change of PEX2_082040 increased sharply from 1 hpi (2.27-fold) to 3 hpi (7.80-fold) and continued to increase till 6 hpi (7.92-fold). This gene encodes a precursor of alkali-sensitive linkage protein 1 and contains a glycosyl hydrolase catalytic core conserved domain which may alter the redox status in *P. expansum* and affect its ability to infect host tissues and result in a rapid adaptation to a stressful redox environment to determining the establishment of infection in the apple-*P. expansum* pathosystem [8]. Thus, PEX2_082040 may play a vital catalytic role in the apple cell wall degrading during the early stages of the infection of apple by *P. expansum*.

The accumulation of reactive oxygen species (ROS) in host tissues can inhibit or prevent the establishment of a pathogen [15]. Thus, pathogens have developed several defense mechanisms to resist ROS, including the production of antioxidant enzymes and increased resistance to non-enzymatic protective molecules, such as thioredoxin [16]. The RNA-seq analysis of *P. expansum* identified four glutathione S-transferases (PEX2_063170, PEX2_007300, PEX2_109060, PEX2_011570) and 1 catalase (PEX2_018990), all of which function in preventing oxidative stress (Table S4). 

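All 5 genes of Table S4 were above 0 at 0 hpi. PEX2_007300 and PEX2_011570 had the highest values there, 28.1 and 32.1 FPKM, followed by PEX2_018990 at 4.16, PEX2_063170 at 1.63 and PEX2_109060 at 0.815 FPKM. The median log2 change of the 5 genes was 0.43 at 1 hpi, 2.14 at 3 hpi and 2.43 at 6 hpi, above 96.8%, 99.7% and 99.4% of 10000 random lists with matched mean expression. The paper selected these genes on the same libraries.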

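At 1 hpi PEX2_007300 stood at 48.0 FPKM, PEX2_011570 at 15.5, PEX2_018990 at 5.65, PEX2_063170 at 2.58 and PEX2_109060 at 0.314 FPKM. The log2 changes against 0 hpi were 0.77, 0.43 and 0.63 for PEX2_007300, PEX2_018990 and PEX2_063170, and -1.05 and -1.14 for PEX2_011570 and PEX2_109060. None of the 5 had risen past the fold threshold at this time point.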

The five genes were not expressed at 1 hpi, but were expressed at 3 hpi or 6 hpi. PEX2_063170, PEX2_007300 and PEX2_018990 were significantly up-regulated at 3 hpi, while PEX2_109060 and PEX2_011570 were significantly up-regulated at 6 hpi.

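The log2 changes at 3 hpi were 2.51 for PEX2_063170, 2.14 for PEX2_007300 and 4.65 for the catalase gene PEX2_018990, which reached 107 FPKM. PEX2_011570 had fallen by 1.26 on the log2 scale, to 13.4 FPKM, and PEX2_109060 was listed at 0. This fall was within the threshold for PEX2_011570 with the median change set to 0. At 6 hpi all 5 genes were above their values at 0 hpi, with log2 changes of 1.31 for PEX2_011570 (79.5 FPKM), 1.70 for PEX2_109060 (2.88 FPKM), 2.43 for PEX2_063170, 2.65 for PEX2_007300 and 4.36 for PEX2_018990.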

The regulation of pH is also a method that can be used to affect the establishment of a pathogen in host tissues [17]. Glucose oxidase can catalyze glucose to produce gluconic acid that can change the pH in host tissues and offer a more beneficial pH environment for the activity of CWDEs [18]. PEX2_108150 is a glucose-methanol-choline oxidoreductase and the precursor of glucose oxidase. While it was not expressed at 1 hpi, it was highly up-regulated (7.46-fold) at 3 hpi and increased to 8.20-fold at 6 hpi, relative to 0 hpi. This indicates that PEX2_108150 plays an important role in the apple cell wall degrading during the early infection of apple tissues by *P. expansum*.

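PEX2_108150 was listed at 0 at 0 and 1 hpi and had 0.521 FPKM at 3 hpi and 0.751 FPKM at 6 hpi, so it stayed under 1 FPKM in all 4 libraries. No fold change is given here against a value of 0.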

Host tissues can activate a systemic defense system in response to the attack of a pathogen, which then responds by secreting different effectors into the cytoplasm of host cells or extracellular space of host tissues [19]. Effectors not only directly induce host cell death, but also inhibit or prevent the recognition of the pathogen by the host. Thus, the host does not activate a defense response, which allows the pathogen to colonize the host [20]. In the current study, seven DEGs were classified as three different kinds of effectors (necrosis inducing protein, chitinase, and LysM) (Table S5). 

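Of the 7 genes of Table S5, 5 were above 0 at 0 hpi, and PEX2_025780 and MSTRG.2227 were listed at 0 at 0 and 1 hpi. Over the 5 genes the median log2 change was -0.20 at 1 hpi, 1.56 at 3 hpi and 1.94 at 6 hpi. Over all 7 genes it was 0.00, 1.70 and 1.98, which lay above 40.8%, 98.5% and 96.3% of 10000 random lists with matched mean expression. The pseudocount decides part of this, since with 0.01 FPKM the median of the 7 genes at 6 hpi was 4.93. The genes were chosen by the paper on these libraries.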

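PEX2_044440, a chitinase gene named chiA1 in the annotation of strain MD-8, stood at 0.787 FPKM at 0 hpi, 22.5 at 3 hpi and 122 at 6 hpi, with log2 changes of 4.67 and 7.11. PEX2_110230 stood at 2.52, 8.41 and 9.96 FPKM at these time points (log2 changes 1.70 and 1.94), and PEX2_034750 at 0.863, 2.74 and 3.45 FPKM (log2 changes 1.56 and 1.88). PEX2_080220, the necrosis inducing protein gene, stood at 0.370 FPKM at 3 hpi and reached 8.13 FPKM at 6 hpi (log2 change 5.17). PEX2_020570 rose from 2.78 to 5.25 and 8.77 FPKM, with log2 changes of 0.89 and 1.62. MSTRG.2227 had 0.244 FPKM at 3 hpi and 0.296 FPKM at 6 hpi. PEX2_025780, the remaining gene of Table S5, had 1.64 FPKM at 3 hpi and 5.80 FPKM at 6 hpi.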

PEX2_044440, PEX2_110230, and PEX2_034750 were activated at 3 hpi, and their expression increased at 6 hpi, while the differential expression of PEX2_080220, MSTRG.2227, and PEX2_020570 were detected at 6 hpi.

### 3.5. Major DEGs in Apple

*P. expansum* infection of apple induces the expression of genes that play a role in defense response, hypersensitive response, and cell wall reinforcement, all of which play an important role in defense against pathogens (Figure 5A). 

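Figure 5B prints 8 identifiers for WRKY genes, and the text of the paper does not pair them with WRKY22, WRKY29 or WRKY33. At 1 hpi 2 of them had passed the fold threshold, evm.model.Backbone_4888.5, from 71.6 to 187 FPKM (log2 change 1.38), and evm.model.Backbone_7048.1, from 14.5 to 33.7 FPKM (log2 change 1.21). Another, evm.model.Backbone_3299.1, rose from 0.126 to 0.959 FPKM, under the minimum of 1 FPKM. Over the 7 identifiers above 0 in both libraries, the median log2 change at 1 hpi was 0.36. With the median change of apple set to 0, the change of evm.model.Backbone_4888.5 stayed past the threshold, that of evm.model.Backbone_7048.1 did not, and 3 of the 8 identifiers were below 0.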

The results of the RNA-seq analysis indicated that the infection by *P. expansum* spores induced the expression of *WRKY29* (defense-related genes) at 1 hpi. The expression of WRKY22 and WRKY33 transcription factors were up-regulated as spores began to swell at 3 hpi, and the expression level of most of the identified WRKY transcriptional factors increased as fungal mycelia began to invade apple host tissues at 6 hpi. These data support the idea that *P. expansum* infection triggers weak defense responses in apple and that the WRKY29 transcription factors represents an early defense-related gene in apple (Figure 5B).

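All 8 identifiers of Figure 5B had risen past the fold threshold at 3 hpi and at 6 hpi, under the settings above, with a pseudocount of 1 FPKM and with either rescaling. The log2 changes of the 7 identifiers above 0 at 0 hpi ranged from 2.33 to 3.71 at 3 hpi, with a median of 3.07, and from 2.53 to 4.89 at 6 hpi, with a median of 3.51. The highest FPKM at 3 and 6 hpi was that of evm.model.Backbone_1055.32, which went from 69.9 at 0 hpi to 72.6, 918 and 1222. For 5 of the 7 the change was larger at 6 than at 3 hpi, and for evm.model.Backbone_4888.5 and evm.model.Backbone_7048.1 it was smaller, with 564 and 415 FPKM for the former at these time points.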

Calcium influx is required either for ‘nutritional’ or ‘signaling’ purposes in plant cells [21]. Calcium signaling pathways play an important role in sensing internal and external stimuli and transducing them into changes in gene expression and physiology [21]. Cyclic nucleotide-gated channels (CNGCs) have been postulated to play a significant functional role in plant development and stress resistance [22]. 

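Figure 5C prints 17 identifiers for CDPK genes. At 3 hpi 8 of them had risen past the fold threshold and 6 had fallen, and at 6 hpi the counts were again 8 and 6. Among those that fell, evm.model.Backbone_2727.2 and evm.model.Backbone_2727.3 had identical values in all 4 libraries, so the 6 falls carry 5 sets of values. With the median change set to 0, 10 had risen and 6 had fallen at both time points. At 1 hpi 2 had risen and none had fallen among those with at least 1 FPKM in either library, and the sign of the small changes depended on the scaling, with 13 above 0 as deposited and 6 above 0 with the median change set to 0. Figure 5D prints 7 identifiers for Rboh genes. None passed the threshold at 1 hpi, 3 rose at 3 hpi and 4 at 6 hpi, and evm.model.Backbone_2165.2 fell, from 29.6 FPKM at 0 hpi to 6.73 and 5.12 (log2 changes -2.12 and -2.51). Among the Rboh genes evm.model.Backbone_1662.26 had the highest values at 3 and 6 hpi, 1081 and 892 FPKM, after 37.4 FPKM at 0 hpi and 58.6 at 1 hpi. The identifiers evm.model.Backbone_4641.2 and evm.model.Backbone_4641.3 had identical values in all 4 libraries and were counted as 2 of the 7. Their log2 change of 0.98 at 3 hpi lay just under the threshold, and with the median change set to 0 it passed, so that 5 Rboh identifiers rose at 3 hpi.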

As illustrated in Figure 5C, calcium is transported through the CNGCs into apple cells and activates CDPK (calcium-dependent protein kinase)-Rboh (Respiratory burst oxidase homolog) to generate ROS accumulation (Figure 5C,D). A hypersensitive response (HR) is also activated in response to *P. expansum.* The calcium influx into apple cells also induces calmodulin (CAM) and calmodulin-like (CML) proteins that regulate NO synthase (NOS) activity, the latter of which plays a role in cell wall reinforcement (Figure 5E). 

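The identifiers printed for CAM and CML genes on Figure 5E are the same 17 that Figure 5C prints for CDPK genes, and no table in the sources used here pairs them with names. Among those above 0 at 0 hpi, the largest rise was that of evm.model.Backbone_2864.10, from 0.785 FPKM at 0 hpi to 60.7 at 6 hpi (log2 change 6.04 at 3 hpi and 6.10 at 6 hpi). The largest fall was that of evm.model.Backbone_5656.7, from 44.8 FPKM to 4.22 and 3.20 (log2 changes -3.38 and -3.77). The highest FPKM was that of evm.model.Backbone_3052.4, which went from 505 at 0 hpi to 717, 1255 and 883, a log2 change of 1.31 at 3 hpi and 0.81 at 6 hpi. At 0 hpi 2 of the 17 were listed at 0, evm.model.Backbone_179.9 and evm.model.Backbone_7586.2.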

The calcium influx indirectly mediates the activation of WRKY transcription factors.

As shown in Figure 5A, the plant immune receptor gene, FLS2 (Flagellin Sensing 2), can activate the plant MAP kinase cascade, MEKK1 (Figure 5F), which can then activate WRKY22/WRKY29 transcription factors. 

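Figure 5F prints 5 identifiers for MEKK1 genes, of which 1 had risen past the fold threshold at 3 hpi and 3 at 6 hpi. The values were low. The highest was evm.model.Backbone_3136.4, at 7.87 FPKM at 0 hpi and 16.2 FPKM at 6 hpi (log2 change 1.03), followed by evm.model.Backbone_2251.1, at 0.964 and 3.62 FPKM (log2 change 1.81), and evm.model.Backbone_573.1, at 0.579 and 2.09 FPKM (log2 change 1.69). The other 2 stayed under 1 FPKM in all libraries. With a pseudocount of 1 FPKM only 1 of the 5 passed the threshold at 6 hpi. At 1 hpi none had passed the threshold, and the sign of the small changes depended on the scaling.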

Activation of the MAPK cascade induces defense-related gene expression. Chitin elicitor receptor kinase (CERK1) is essential for the activation of chitin-triggered innate immunity [23]. Figure 5A illustrates that CERK1 is also activated by *P. expansum.* Effectors secreted by the pathogen will trigger plant immunity (ETI). In this study, the expression of the RPM1-interacting protein 4 (RIN4) gene and a 90-kDa heat shock protein (HSP90) gene were induced by the presence of *P. expansum* (Figure 5G).

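Figure 5G prints 5 identifiers for HSP90 genes, and no identifier is given for RIN4. None passed the fold threshold at 1 hpi, and 3 had risen past it at 3 and 6 hpi. The value of evm.model.Backbone_1876.58 was 52.7 FPKM at 0 hpi, 79.8 at 1 hpi, 689 at 3 hpi and 1271 at 6 hpi (log2 changes 0.60, 3.71 and 4.59). The identifiers evm.model.Backbone_3536.2 and evm.model.Backbone_3536.3 had identical values in all 4 libraries, 52.8, 64.7, 547 and 856 FPKM, so the 3 rising identifiers carry 2 sets of values. The most abundant at 0 hpi was evm.model.Backbone_9284.2, at 619 FPKM and with 1072 and 1129 FPKM at 3 and 6 hpi. Its log2 changes of 0.79 and 0.87 were under the threshold, and with the median change set to 0 they passed it. The last identifier, evm.model.Backbone_3165.7, was listed at 0 in all 4 libraries.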

## 4. Discussion

Blue mold, caused by *P. expansum,* is a major postharvest disease of apples [24]. Fungal infection is usually initiated by contact of spores with host tissues which then triggers spore germination [25]. Activation of spores is evident with the isotropic growth of spores, which is a morphological change termed, swelling [25]. Swelling is accompanied by cell wall expansion, water uptake, changes in cellular composition, and a decrease in cytoplasmic micro-viscosity [26]. After spores swell, cell wall deposition of polysaccharides, such as chitin, occurs in a polar fashion, and the extension of the fungal cell occurs at a restricted area at the tip of the cell [25]. Though the genomes of *P. expansum* were sequenced at 2015 [8]. However, there is still currently limited information on transcriptome studies on the interaction between *P. expansum* and apple during the early stages of infection (before the germ tube elongation stage). Results of the current study revealed that the activation stage (1 hpi), swelling stage (3 hpi), and germ tube elongation stage (6 hpi) represent pivotal time points in the early infection process of *P. expansum*. Therefore, RNA-seq analysis was then conducted to determine changes in gene expression in both *P. expansum* and apple at these critical time points (1, 3 and 6 hpi) in the infection process. Ballester et al. investigated the transcriptomics of the *P. expansum* at 24, 48, and 72 h. The DEGs in *P. expansum* were increased with time which keeps the same trend with the result of our study [8]. The RNA-seq analysis conducted at 1, 3, and 6 hpi demonstrated that the transcriptional data obtained was accurate and reliable.

The gene expression in *P. expansum* and apple fruit tissues during the early stages of infection contributes to a better understanding of the host-pathogen interaction. Peroxisomes perform many essential functions in eukaryotic cells and mediate fungal growth and survival [27]. Fatty acid degradation, tyrosine metabolism, valine, leucine and isoleucine degradation, and tryptophan metabolism are essential to basic metabolism. Cyanoamino acid metabolism functions in a potential detoxification pathway in *Bacillus GJ1* [28]. The activation of detoxification processes was also found at 5 days post *P. expansum* spores inoculation on apple at 25 °C [29]. Therefore, the gene expression pattern of *P. expansum* DEGs in profile 1 and 9 indicated that *P. expansum* gradually focused on the detoxification and reproduction process. The KEGG and GO enrichment analysis suggests that *P. expansum* absorbed apple nutrients (basic metabolism), adapted to the environment (response to stimulus), and prepared for the penetration of apple wound tissues during the initial stages (0 to 6 hpi) of the infection process.

Plants respond to pathogens through the activation of an immune system, referred to as pathogen-associated molecular pattern (PAMP)-triggered immunity (PTI), effector-triggered immunity (ETI), and phytohormone signaling [30]. Both PTI and plant hormone signal transduction were activated by the presence of *P. expansum* in wounded apple fruit tissues at the spore activation stage (1 hpi). ETI in apple fruit tissues, however, was activated at the spore swelling stage (3 hpi). All three immunity systems were more highly induced at the germ tube intrusion stage (6 hpi) than at the earlier stages (0 to 3 hpi) of the infection process.

SA-inducible defense responses are regulated by MAPK and EDR1 [31]. MAPKs can also directly activate defense genes by the phosphorylation of downstream transcription factors. *WRKY29* was activated in apple fruit tissues at 1 hpi. The expression of apple DEGs in profile 9 indicated that plant-pathogen interaction, MAPK signaling pathway–plant, and plant hormone signal transduction were activated in apples, in response to *P. expansum* infection.

CWDEs are one of the most important pathogenic factors in postharvest pathogens, and are responsible for degrading the cell wall or secondary metabolites of the host, thus, causing the softening and decay of fruits [32]. These enzymes include pectinases, cellulases, hemicelluloses, and hydralases. Most of the identified CWDEs in this research were members of the glycoside hydrolase family. Glycoside hydrolases (GH) function in the biosynthesis of glycans, signaling, plant defense, and the mobilization of storage reserves in cell wall metabolism [33]. Our data suggest that CWDEs play an important role in the early stages of the infection process.

Glutathione peroxidase not only mediates ROS resistance, fungicide sensitivity, and cell wall construction in *Alternaria lternate*, but also regulates the efficient use of oxidative stress. A glutathione peroxidase 3 (AaGPx3) was identified as a component of a signaling network and play an important role in responding to cellular stresses induced by ROS in *A. lternate* in citrus [34]. The different timing (3 vs. 6 hpi) in the expression of these antioxidant genes in this research may be related to differences in their functional role in dealing with oxidative stress.

Changes in the pH of the micro-environment of a pathogen has a strong effect on the infection process [35]. Pathogens increase their virulence by regulating the pH of the microenvironment within their host [35]. Glucose oxidase can catalyze glucose to produce gluconic acid, and gluconic acid can change the pH in host tissues. *P. expansum* has been reported to be an “acid fungus”, and secretes CWDEs in apple and other hosts through acidification of their micro-environment [29]. The high expression of PEX2_108150 is similar to the trend reported in previous studies [36].

Multicellular organisms activate immunity systems upon recognition of PAMPs [37]. Chitin is an important component of fungal cell walls, and chitin oligosaccharides act as PAMPs in plant and mammalian cells [38]. Pathogens produce effector proteins to suppress PTI, which allows them to establish an infection. Data in the current study identified necrosis inducing protein, chitinase, and some effectors containing a LysM domain asup-regulated DEGs. Necrosis inducing protein not only directly induces cell death in host tissues, but also inhibits host defense response, which benefits the colonization of host tissue by the pathogen [39]. Effectors containing a LysM domain mediate virulence by perturbation of chitin-triggered host immunity. During the infection process, the cell walls of invading hyphae release Ecp6 sequesters, which binds chitin oligosaccharides, and prevent them from triggering host immunity. This may represent a common strategy of host immune suppression by fungal pathogens, because LysM effectors are widely conserved in the fungal kingdom [39]. The up-regulated expression of effectors in *P. expansum* may trigger ETI in apple fruit tissues.

Results indicated that the time courses of 1, 3, and 6 hpi are important time points during the early stages of the infection of wounded apple fruit tissues by *P. expansum.* RNA-seq analysis of the transcriptome of *P. expansum* and wounded, inoculated apple fruit tissues revealed a complex set of changes in gene expression that occur during the early stages of the infection process (Figure 6). CWDEs expressed by *P. expansum* activated PAMP-triggered immunity (PTI, Defense-related gene induction) at 1 hpi. Apple tissues generated an accumulation of ROS to impair pathogen cells at the swelled spore stage (3 hpi) of *P. expansum.* In response to the elevated levels of ROS, expression of glutathione peroxidase was induced in *P. expansum* to mediate oxidative stress. Glucose oxidase expression by *P. expansum* altered the pH of the micro-environment, providing an optimum pH for spore germination, mycelial development, and CWDE activity. PTI was activated in apple at the spore activation stage (1 hpi), then effector-triggered immunity (ETI) and plant hormone signaling were activated at the swelled spore stage (3 hpi) in response to the presence of *P. expansum*.

## Figures and Tables

**Figure 1:**
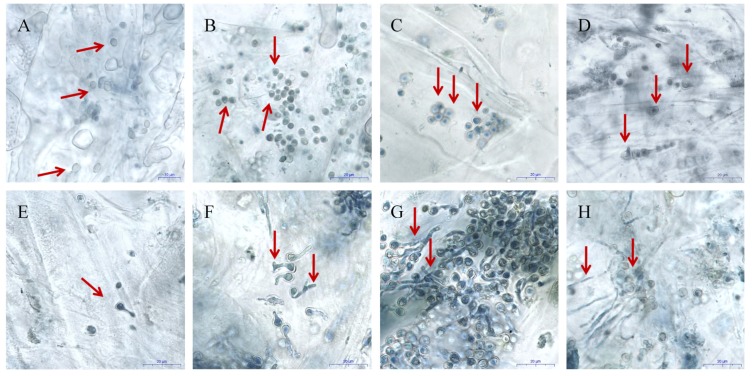
Microscopic images of the activation, germination, and growth of *P. expansum* spores and germ tubes at 25 °C in wounded apple fruit tissue. (**A**–**C**) *P. expansum* spores in wounded apple tissue at 0, 1, and 3 h post-inoculation (hpi). (**D**,**E**) *P. expansum* spores and germ tubes at 6 hpi. (**F**,**G**) *P. expansum* spores and germ tubes at 9 hpi. (**H)** Spores, germ tubes and young mycelia of *P. expansum* in wounded apple tissues at 12 hpi. Scale bar represents in A–H represents 20 µm. Red rows represent the typical form of *P. expansum* at different time points.

**Figure 2:**
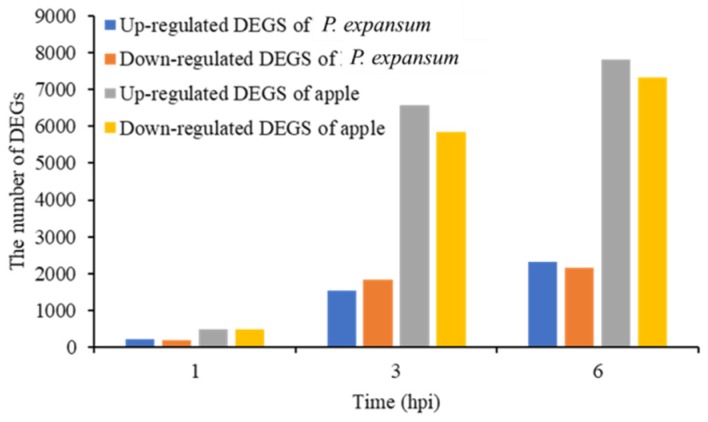
The total number of up- and down-regulated *P. expansum* and apple differentially expressed genes (DEGs) at 1 h post-inoculation (hpi), 3 hpi, and 6 hpi.

**Figure 3:**
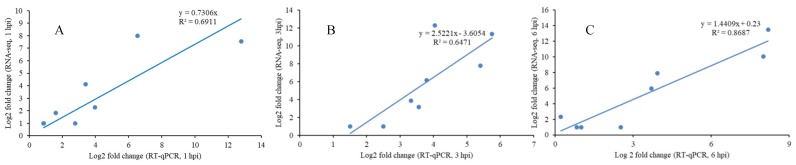
The comparison of gene expression values obtained by RNA-seq and RT-qPCR at 1 hpi, 3 hpi and 6 hpi. (**A**) 1 hpi; (**B**) 3 hpi; (**C**) 6 hpi. The RNA-seq log2 values of the expression ratio (infected versus uninfected) (*x*-axis) was compared to the same values from the RT-qPCR (*y*-axis). The R2 values show the correlation ratio between RNA-seq and RT-qPCR in each time point. *p*-value ≤ 0.05.

**Figure 4:**
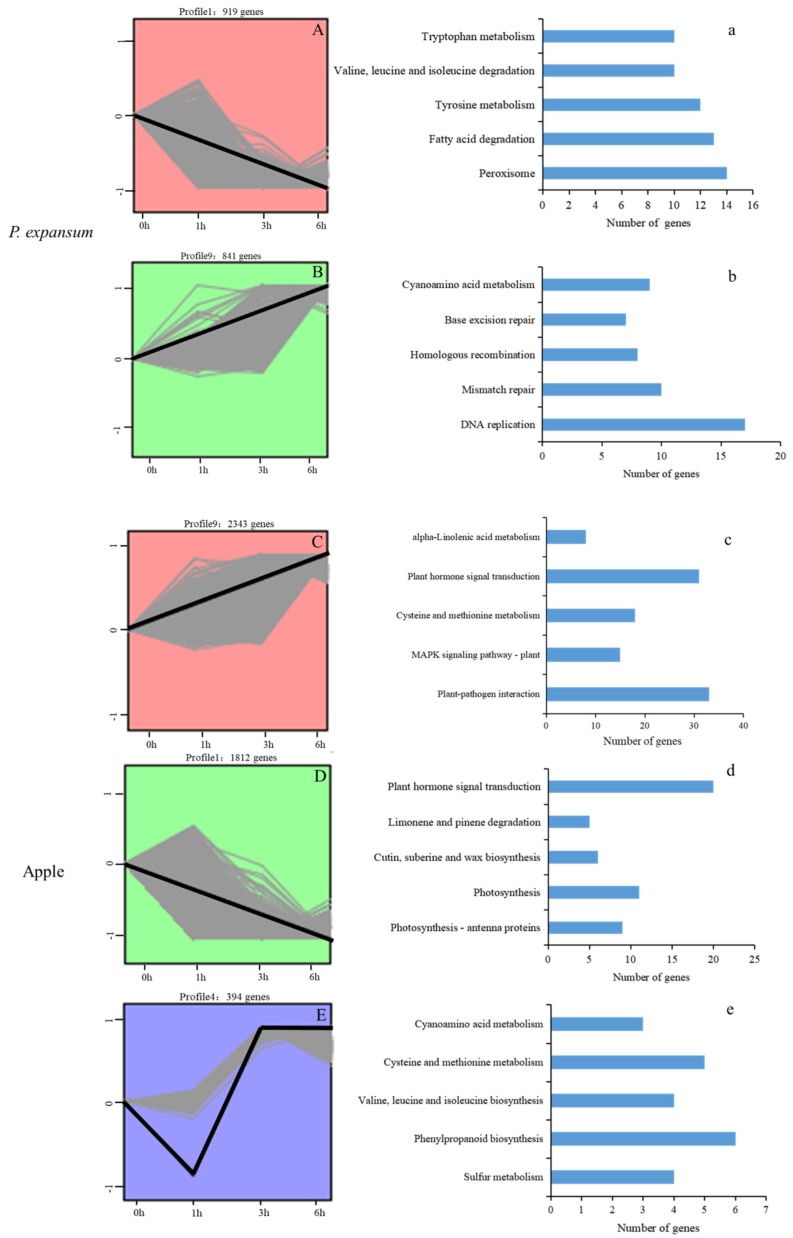
Patterns of gene expressions (**A**–**E**) and the top 5 KEGG enrichment pathway categories (**a**–**e**) of the DEG profiles of *P. expansum* and apple which were significantly different from the reference set (DEGs at 0 hpi) combined across three time points (1, 3, and 6 hpi). The light grey lines in each figure represent the expression pattern of an individual gene, while the black line represents the average expression pattern of all the genes combined. The number of genes represented in each profile is indicated above each figure.

**Figure 5:**
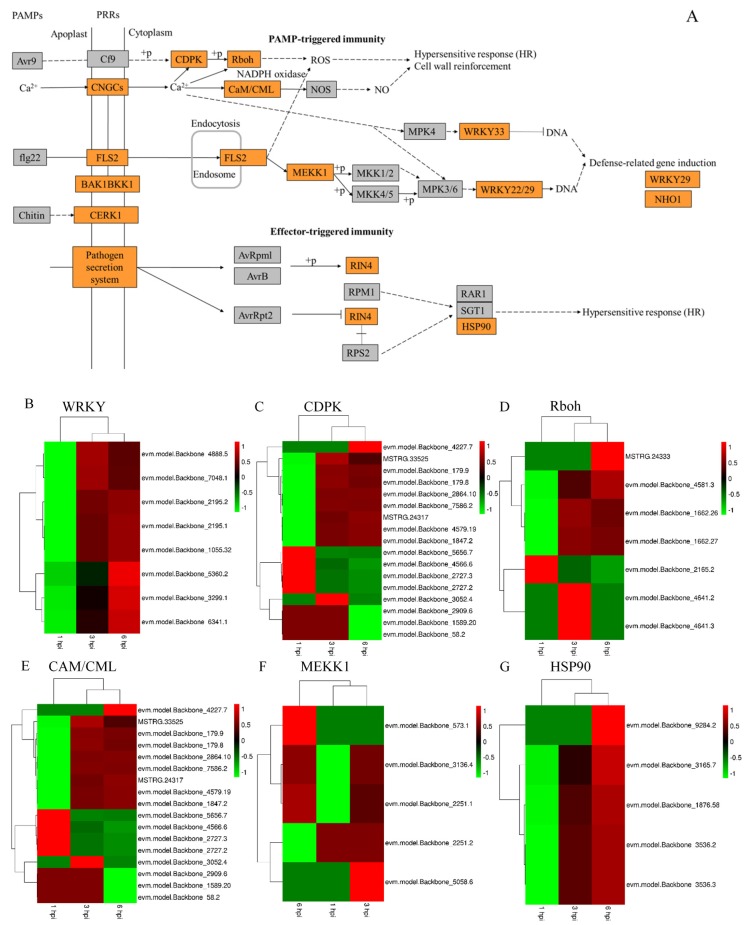
Major DEGs and their pattern of expression identified at 1, 3 and 6 hpi in wounded apple fruit tissues inoculated with *P. expansum* in the context of metabolic pathway analysis. (**A**) DEGs identified in the context of an apple-*P. expansum* interaction metabolism pathway. The metabolites, transporter proteins, and transcriptional factors that were DEGs are indicated in orange boxes, while the other metabolites in the metabolic pathway are indicated in gray boxes. Arrows made from hashed lines indicate multiple potential enzyme reactions that are not relevant to the present study. Arrows pointing towards the orange boxes represent the direction of signal transport for the transporter genes. Arrows pointing away from a transcription factor represent the resulting products induced by the transcription factor. (**B**–**G**) Heat maps of apple DEGs associated with PAMP-triggered immunity (PTI) and effector-triggered immunity (ETI). (**B**) WRKY. (**C**) CDPK. (**D**) Rboh. Calmodulin (CAM)/ calmodulin-like (CML). (**F**) MEKK1. (**G**) HSP90. Colors ranging from bright green (down-regulation) to bright red (up-regulation) represent the level of expression.

**Figure 6:**
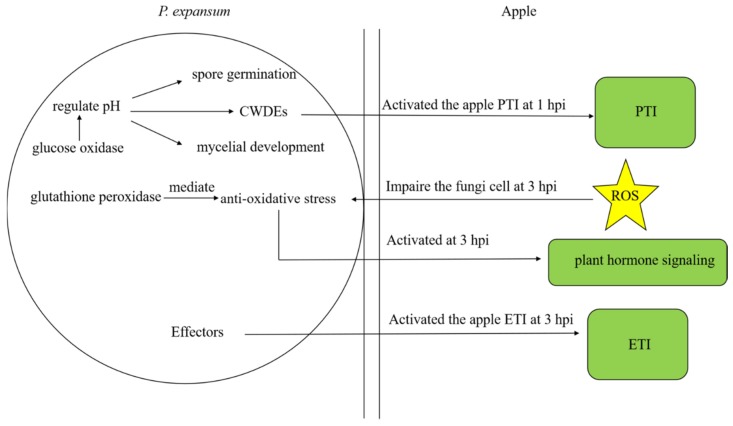
The interaction analysis between *P. expansum* and wounded, inoculated apple fruit tissues. Glucose oxidase expression by *P. expansum* altered the pH of the micro-environment, providing an optimum pH for spore germination, mycelial development, and cell wall degrading enzyme (CWDE) activity. CWDEs expressed by *P. expansum* activated (PAMP)-triggered immunity (PTI) in apple at 1 hpi. Apple tissues generated an accumulation of ROS to impair pathogen cells at the swelled spore stage (3 hpi) of *P. expansum*. The expression of glutathione peroxidase was induced in *P. expansum* to mediate oxidative stress. PTI was activated in apple at the spore activation stage (1 hpi), then effector-triggered immunity (ETI) and plant hormone signaling were activated at the swelled spore stage (3 hpi) in response to the presence of *P. expansum*.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2076-2607/7/11/495/s1.

# Supplementary material for: Comparative Transcriptomic Analysis of the Interaction between Penicillium expansum and Apple Fruit (Malus pumila Mill.) during Early Stages of Infection
**Source:** Microorganisms. 2019 Oct 28;7(11):495. doi: 10.3390/microorganisms7110495
**Supplement:** Supplementary file 1

# Comparative Transcriptomic Analysis of the Interaction between *Penicillium expansum* and Apple Fruit (*Malus pumila* Mill.) during Early Stages of Infection

Kaili Wang , Xiangfeng Zheng, Xiaoyun Zhang, Lina Zhao, Qiya Yang, Nana Adwoa Serwah Boateng, Joseph Ahima, Jia Liu and Hongyin Zhang

Table S1. Gene specificity primers used in this study.

| Gene No.                   | Primer            | Primer Sequence (5' to 3') |
|----------------------------|-------------------|----------------------------|
| PEX2_082040                | GHS-F             | ATTCTGGGATTCAACGAGC        |
|                            | GHS-R             | GGTGGAGGAGGTTACGG          |
| PEX2_082310                | TFS-F             | AATTTGTTCCGCCTCTTCG        |
|                            | TFS-R             | GTTGACCCGTCTTGTAGCC        |
| PEX2_073880                | GH32-F            | CCGAAGTAAACCACGGCTATGAA    |
|                            | GH32-R            | CGTTTCTTCAACCTCTTCGCCAC    |
| PEX2_064810                | GRG1-F            | GTCGCCAAGGACTCTGA          |
|                            | GRG1-R            | GCCACAACCGTTCTATTT         |
| $\beta$ -tublin            | $\beta$ -tublin-F | AGCGGTGACAAGTACGTTCC       |
|                            | $\beta$ -tublin-R | ACCCTTGGCCCAGTTGTTAC       |
| evm.model.Backbone_6341.1  | 6341.1-F          | GCCACATCCGAGGAGCTATTACAG   |
|                            | 6341.1-R          | CGACGAGTTGGATGAACATGGTTG   |
| evm.model.Backbone_2586.16 | 2586.16-F         | CGCAGACCAACGCCAGGAAG       |
|                            | 2586.16-R         | ACTGAGGCATGATGGACATTACGC   |
| evm.model.Backbone_2503.31 | 2503.31-F         | AATTGGTGCTCAGGTGGTGATTCC   |
|                            | 2503.31-R         | GGTCCGCCTGCGGTTGAATG       |
| evm.model.Backbone_1662.27 | 1662.27-F         | CTCAAGTTCATCACCGCCAAGACC   |
|                            | 1662.27-R         | GGAGGAGTGGAGGAGCCAGTTG     |
| MdActin                    | MdActin-F         | CCCAAAGGCTAATCGGGAGAAA     |
|                            | MdActin-R         | ACCACTGGCGTAGAGGGAAAGA     |

Table S2. Statistic results of sequencing.

| Time (hpi) | Raw Reads | Clean Reads | Clean Base(G) | Error Rate(%) | % $\geq$ Q20 | % $\geq$ Q30 |
|------------|-----------|-------------|---------------|---------------|--------------|--------------|
| 0          | 45426166  | 44788180    | 13.44         | 0.03          | 95.63        | 89.71        |
| 1          | 42462649  | 41897109    | 12.57         | 0.04          | 95.22        | 88.84        |
| 3          | 36419573  | 35664992    | 10.70         | 0.02          | 96.42        | 90.60        |
| 6          | 33107420  | 32230326    | 9.67          | 0.02          | 96.83        | 91.82        |

**Table S3.** The up-regulated DEGs related to CWDEs at three time points.

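Tables S3, S4 and S5 give a fold change for each gene and time point, and hold 68 values other than 1 when the 2 values given in the text for PEX2_108150 are counted in. Their scale was checked on the 33 values whose gene had at least 1 FPKM in both libraries. The paper's value exceeded the log2 ratio of the FPKM values by 0.41 in the median, with a range from 0.13 to 0.79. Were the values linear fold changes, their log2 would lie below the log2 ratio by a median of 0.73 and by up to 4.52. The values above 1 are therefore read here as log2 values. A gene not listed as up at a time point has the entry 1 in these tables. That is the value of no change for a linear fold change and not for a log2 value, so these entries were not compared.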

| CWDEs         | Function Classification                                 | Gene id     | Gene Description                    | Fold Change |       |       |
|---------------|---------------------------------------------------------|-------------|-------------------------------------|-------------|-------|-------|
|               |                                                         |             |                                     | 1 hpi       | 3 hpi | 6 hpi |
| cellulase     | xyloglucan-specific endo-beta-1,4-glucanase activity    | PEX2_072090 | Glycoside hydrolase, family 12      | 1           | 1.85  | 1     |
|               | xyloglucan-specific endo-beta-1,4-glucanase activity    | PEX2_059230 | Glycoside hydrolase, family 12      | 1           | 6.59  | 7.29  |
|               | Glucan 1,4-alpha-glucosidase activity                   | PEX2_048700 | Six-hairpin glycosidase             | 1.92        | 2.18  | 1     |
|               | cellulase activity                                      | PEX2_013740 | Protein of unknown function DUF2985 | 1           | 4.50  | 3.91  |
|               | cellulase activity                                      | PEX2_020130 | Glycoside hydrolase, family 12      | 1           | 2.46  | 3.20  |
|               | Beta-glucosidase                                        | PEX2_032420 | Uncharacterized protein             | 1           | 3.59  | 7.37  |
|               | cellulase activity                                      | PEX2_056710 | Glycoside hydrolase, superfamily    | 1           | 1     | 1.96  |
|               | glucan exo-1,3-beta-glucosidase activity                | PEX2_093000 | Glycoside hydrolase, superfamily    | 1           | 1     | 2.11  |
|               | alpha-1,4-glucosidase activity                          | PEX2_015850 | Glucosidase 2 subunit beta          | 1           | 1     | 1.68  |
|               | glucan endo-1,3-beta-D-glucosidase activity             | PEX2_071750 | Glycoside hydrolase, family 81      | 1           | 1     | 2.67  |
|               | alpha-1,4-glucosidase activity                          | PEX2_030530 | Glycoside hydrolase, superfamily    | 1           | 1     | 2.26  |
|               | alpha-1,4-glucosidase activity                          | PEX2_097510 | Glycoside hydrolase, family 31      | 1           | 1     | 2.07  |
|               | alpha-1,4-glucosidase activity                          | PEX2_000950 | Glycoside hydrolase, family 31      | 1           | 1     | 1.84  |
|               | beta-glucosidase activity                               | PEX2_004230 | Glycoside hydrolase family 3        | 1           | 1     | 6.45  |
|               | beta-glucosidase activity                               | PEX2_092420 | Glycoside hydrolase, family 1       | 1           | 1     | 6.30  |
|               | xylan 1,4-beta-xylosidase activity                      | PEX2_011360 | Glycoside hydrolase, superfamily    | 2.80        | 1     | 1     |
|               | mannan endo-1,4-beta-mannosidase activity               | PEX2_081690 | Glycoside hydrolase, superfamily    | 1           | 3.37  | 1     |
|               | mannan endo-1,4-beta-mannosidase activity               | PEX2_088710 | Glycoside hydrolase, superfamily    | 1           | 2.79  | 2.65  |
|               | mannosyl-oligosaccharide 1,2-alpha-mannosidase activity | PEX2_104840 | Glycoside hydrolase, family 47      | 1           | 1     | 1.55  |
| hemicellulase | arabinan endo-1,5-alpha-L-arabinosidase activity        | PEX2_089180 | Glycoside hydrolase, family 43      | 1           | 1     | 2.92  |
|               | arabinan endo-1,5-alpha-L-arabinosidase activity        | PEX2_004580 | Glycoside hydrolase, family 43      | 1           | 1     | 6.71  |
|               | alpha-L-arabinofuranosidase activity                    | PEX2_068560 | Glycoside hydrolase, superfamily    | 1           | 1     | 2.30  |
|               | mannosyl-oligosaccharide                                | PEX2_025180 | FAD dependent                       | 1           | 1     | 1.27  |

|                           |                                                    |             |                                    |      |      |      |
|---------------------------|----------------------------------------------------|-------------|------------------------------------|------|------|------|
| pectinase                 | glucosidase activity                               |             | oxidoreductase                     |      |      |      |
|                           | polygalacturonase activity                         | PEX2_094840 | Glycoside hydrolase, family 28     | 1    | 3.65 | 7.13 |
|                           | polygalacturonase activity                         | PEX2_013180 | Glycoside hydrolase, family 28     | 1    | 1    | 1.96 |
|                           | pectate lyase activity                             | PEX2_016450 | Pectin lyase fold/virulence factor | 1    | 1.76 | 1.41 |
|                           | pectate lyase activity                             | PEX2_007290 | Pectate lyase, catalytic           | 1    | 1    | 2.63 |
|                           | pectinesterase activity                            | PEX2_040830 | Pectinesterase, catalytic          | 1    | 5.68 | 5.35 |
|                           | pectinesterase activity                            | PEX2_013190 | Pectinesterase, catalytic          | 1    | 6.59 | 6.58 |
|                           | Alkali-sensitive linkage protein 1 (Precursor)     | PEX2_082040 | Glycoside hydrolase, superfamily   | 2.27 | 7.80 | 7.92 |
|                           | Probable beta-glucosidase G (Precursor)            | PEX2_030850 | Glycoside hydrolase family 3       | 1    | 1    | 8.11 |
|                           | Probable beta-glucosidase I                        | PEX2_015940 | Glycoside hydrolase family 3       | 1    | 1    | 5.74 |
| uncharacterized hydrolase | Probable beta-glucosidase btgE (Precursor)         | PEX2_066430 | Glycoside hydrolase, superfamily   | 1    | 1    | 3.78 |
|                           | Probable beta-glucosidase I                        | PEX2_032330 | Glycoside hydrolase family 3       | 1    | 1    | 8.75 |
|                           | Glucan endo-1,3-alpha-glucosidase agn1 (Precursor) | PEX2_056100 | Glycoside hydrolase, family 71     | 1    | 1    | 2.20 |
|                           | Glucan endo-1,3-alpha-glucosidase agn1 (Precursor) | PEX2_054130 | Glycoside hydrolase, family 61     | 1    | 1    | 6.45 |

12

Table S4. The up-regulated DEGs related to anti-oxidative stress at three time points.

| Anti-oxidative stress     | anti-oxidative stress | Gene id     | Gene description                                       | Fold change |       |       |
|---------------------------|-----------------------|-------------|--------------------------------------------------------|-------------|-------|-------|
|                           |                       |             |                                                        | 1 hpi       | 3 hpi | 6 hpi |
| Glutathione S-transferase | transferase activity  | PEX2_063170 | Glutathione S-transferase, N-terminal                  | 1           | 3.15  | 3.05  |
|                           | transferase activity  | PEX2_007300 | Glutathione S-transferase, N-terminal                  | 1           | 2.80  | 3.11  |
|                           | transferase activity  | PEX2_109060 | Glutathione S-transferase, N-terminal                  | 1           | 1     | 2.13  |
|                           | transferase activity  | PEX2_011570 | Glutathione S-transferase/chloride channel, C-terminal | 1           | 1     | 1.66  |
| Catalase                  | catalase activity     | PEX2_018990 | Catalase, mono-functional, heme-containing             | 1           | 4.85  | 4.52  |

13

14

**Table S5.** The up-regulated effectors related to infection process at three time points.

| Effectors                 | Function classification   | Gene id     | Gene description                                 | Fold change |       |       |
|---------------------------|---------------------------|-------------|--------------------------------------------------|-------------|-------|-------|
|                           |                           |             |                                                  | 1 hpi       | 3 hpi | 6 hpi |
| Necrosis inducing protein | Necrosis inducing protein | PEX2_080220 | Necrosis inducing protein                        | 1           | 1     | 6.15  |
|                           | chitinase activity        | PEX2_044440 | Endochitinase A (Precursor)                      | 1           | 5.11  | 7.53  |
| chitinase                 | chitinase activity        | PEX2_110230 | Alpha/beta hydrolase family                      | 1           | 2.08  | 2.39  |
|                           | chitinase activity        | PEX2_025780 | Peptidoglycan-binding Lysin subgroup             | 1           | 1     | 4.49  |
|                           | oxidoreductase activity   | PEX2_034750 | LysM domain                                      | 1           | 1.97  | 2.27  |
| LysM                      | LysM domain               | MSTRG.2227  | LysM domain                                      | 1           | 1     | 3.94  |
|                           | Signal transduction       | PEX2_020570 | Peptidoglycan-binding Lysin subgroup,LysM domain | 1           | 1     | 1.85  |

How the deposited data were processed for this re-analysis (not part of the article)

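RNA of apple wounds inoculated with *P. expansum* spores was sequenced at 0, 1, 3 and 6 hpi. The authors aligned the clean reads to the genomes of apple and of *P. expansum* and deposited FPKM values of each gene in 1 table per organism, with 1 column for each time point. Whether the mapped fragments behind the FPKM are those of that organism alone is not stated. The aligner, the counting program, the genome builds and any filter are not given in the sources used here. Any pooling of the 3 biological replicates of the paper took place before these tables, so the 4 libraries were taken as single samples.

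All comparisons set the library of 1, 3 or 6 hpi against that of 0 hpi, separately for each organism, as log2((FPKM + 0.1)/(FPKM at 0 hpi + 0.1)). Genes with at least 1 FPKM in 1 of the libraries compared were counted as changed at a log2 change of at least 1 in size. No test was made and no p-value is given, because each time point has 1 library. The counting was tested on simulated data with 100 rising and 100 falling genes planted in each comparison. All of them were found, with 0 other genes. This checks the working of the count and gives no rate at which unchanged genes of the real libraries pass the threshold.

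Profiles were assigned by a Pearson correlation of at least 0.9 between the 4 log2 values of a gene and the shape drawn in Figure 4. The medians of the gene lists of Tables S3, S4 and S5 were ranked among 10000 random lists of the same size. These were matched on the mean of log2(FPKM + 0.1) in 20 bins, with the random seed 7. They came from the 9604 genes of *P. expansum* that reached 1 FPKM in any library. The match is looser for genes under 1 FPKM in all 4 libraries, 6 in Table S3 and 1 in Table S5. Genes were named by a rule written before the data were examined, with the values in the tables of the paper already seen: every gene that the paper names by identifier, and in each organism the 2 genes with the largest rise and the 2 with the largest fall at 6 hpi among genes above 0 in both libraries. Other genes named in the closing section were chosen after their values were seen.

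The relative depth of the libraries was read from the steps between values under 5 FPKM, and ranged from 0.449 to 1.45 of that at 0 hpi in *P. expansum* and from 0.685 to 0.996 in apple. It gives no number of fragments, so no confidence interval could be put on a single value. The alternatives were pseudocounts of 1 and 0.01 FPKM, no filter and a minimum of 5 FPKM, columns rescaled to equal sums, the median change set to 0, assembled loci left out, a threshold of 2, strictly rising or falling values, a correlation of 0.95, and the plain ratio. Rescaling to equal sums used a common sum below the sums of the deposited columns, with the minimum of 1 FPKM and the pseudocount left unchanged. It therefore also makes the minimum stricter and the pseudocount weigh more, above all in apple, whose columns had the larger sums. The counting of identical identifiers once was chosen after seeing the data.

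Gene symbols and the order of genes of *P. expansum* came from the NCBI annotation of assembly ASM76974v1, joined by identifier. No apple annotation was used. The RT-qPCR measurements and the enrichment of KEGG pathways and GO terms were not analysed here. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.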

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

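The tests in this part were chosen after the result was seen. The genes with the largest rises at 6 hpi, which the paper does not discuss, rose far above their level at 0 hpi. In apple, the log2 change at 6 hpi was 11.52 for evm.model.Backbone_7478.4 and 10.46 for evm.model.Backbone_927.18. In *P. expansum* it was 11.45 for PEX2_048270 and 10.21 for PEX2_100810. Over the settings tried, these changes ranged from 8.89 to 12.77, from 8.00 to 11.45, from 10.46 to 11.85 and from 7.47 to 11.66, in this order, and none fell to the threshold. The ranges are wide because 3 of the 4 genes had between 0.0575 and 0.10 FPKM at 0 hpi, where few fragments decide the value.

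An error in the 6 hpi library alone would leave these genes low at 3 hpi. The smallest of the 4 log2 changes at 3 hpi was 7.15, which argues against it. For the apple genes, *P. expansum* reads present at a constant level and counted on apple genes would give a change that follows the amount of the fungus. The ratio of *P. expansum* to apple depth was 0.534 of that at 0 hpi at 3 hpi, while the smaller of the changes of the apple genes was 7.15, which argues against this too. Reads of a gene that was itself induced in the other organism may still be counted on these genes, and this stays open. A response to inoculation or to wounding, which the time points name, stays open as well and was not tested, since each time point has 1 library.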

How the results depend on the processing

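The counting of identical identifiers once was chosen after seeing the data, and the other alternatives before the data were examined. Within 1.5 times the value reported stayed 77 of 108 alternative counts of changed genes, 38 of 49 of genes in profiles and 14 of 18 of up-regulated CWDE genes. Of the medians of the gene lists 24 of 27, and of the changes of single genes 892 of 1004, moved by less than 0.58 on the log2 scale, with the alternative that sets the median change to 0 left out, since it shifts every gene of an organism by less than that. No paired analysis was possible because each time point has 1 library, and no comparison between time points comes from a test.

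At a threshold of 2, *P. expansum* had 115 genes up and 113 down at 1 hpi, 776 and 1998 at 3 hpi and 1188 and 1806 at 6 hpi, apple had 218 and 131, 2810 and 3815, and 3619 and 4651, and 0, 9 and 15 CWDE genes were up. A stricter threshold counts fewer genes by construction. With a pseudocount of 1 FPKM, the counts at 1 hpi were 258 up and 220 down in *P. expansum* and 718 and 204 in apple, and the median log2 change was 1.25 for Table S3 at 6 hpi and 1.01 for Table S5 at 3 hpi. With 0.01 FPKM the median of Table S5 at 6 hpi was 4.93. With no filter on low values, 924 genes rose and 744 fell in *P. expansum* at 1 hpi, 2749 and 882 in apple, and 7 CWDE genes were up at 1 hpi. With a minimum of 5 FPKM, which counts fewer genes, these were 175 and 160 in *P. expansum* and 650 and 159 in apple, and 457 apple genes followed profile 4.

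With columns rescaled to equal sums, apple had 866 up and 178 down at 1 hpi and 2579 in the falling profile. This setting lowers every apple value while the minimum of 1 FPKM and the pseudocount stay fixed. At 1 hpi it kept 29395 apple identifiers, against 35299 as deposited. These counts therefore also carry a stricter minimum and a pseudocount that weighs more, and are not the effect of equal sums alone. With the median change set to 0, 2549 *P. expansum* genes rose at 3 hpi, 905 apple genes rose at 1 hpi, 6457 fell at 3 hpi and 2463 followed profile 4. With the assembled loci left out, apple had 832 up and 171 down at 1 hpi and 422 in profile 4. When strictly falling values were required, 866 *P. expansum* and 1325 apple genes fell. At a correlation of at least 0.95, 422 *P. expansum* genes rose and 512 fell, and in apple 1696 rose, 631 fell and 133 followed profile 4. Where the construction does not show the cause, the cause was not tested.

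At 3 hpi in apple and at 6 hpi in both organisms more genes fell than rose under each alternative except with the median change set to 0, which evens out the directions largely by construction. In *P. expansum* at 1 hpi more fell only with the assembled loci left out (331 up and 352 down). Depth limits the values of *P. expansum* at 3 hpi most, where it was 0.449 of that at 0 hpi.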

Differences from the paper's values

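No test in this part was chosen after the result was seen, since none was made. The counts of the paper required an FDR and those here did not. In *P. expansum* at 1 hpi the paper's counts are 200 up, 186 down and 386 in all, and those here 456, 429 and 885. They came within 1.5 times the paper's with a pseudocount of 1 FPKM (258, 220 and 478) and with a minimum of 5 FPKM (175, 160 and 335), and not under the other alternatives set before the data were examined. At 3 hpi the paper gives 1839 down and 3387 in all, against 3658 and 5320 here. The paper's total is not the sum of its 1528 up and 1839 down, and was used as printed. The first came within range with the median change set to 0 (2605) and at a threshold of 2 (1998) only, and the second with a pseudocount of 1 FPKM (4829), a minimum of 5 FPKM (4030), assembled loci left out (4649) and a threshold of 2 (2774) only. At 6 hpi the paper gives 2158 down, against 3379 here, and the alternatives within range were a pseudocount of 1 FPKM (3056), a minimum of 5 FPKM (2516), the median change set to 0 (2621), assembled loci left out (2780) and a threshold of 2 (1806), and not the others.

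In apple at 1 hpi the paper gives 473 up and 944 in all, against 1544 and 1882 here. The count of rising genes came within range only with a minimum of 5 FPKM (650). The total did so with a pseudocount of 1 FPKM (922), a minimum of 5 FPKM (809), columns rescaled to equal sums (1044), the median change set to 0 (1409) and assembled loci left out (1003), and not with a pseudocount of 0.01 FPKM, no filter or a threshold of 2. The same alternatives brought the falling genes within range at 3 hpi, where the paper gives 5853 against 10307 here (8159, 6892, 6922, 6457 and 7661 in that order), and at 6 hpi, where it gives 7317 against 11099 here (9257, 7556, 7764, 7723 and 8217), and the same 3 did not.

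For the falling profile of *P. expansum* the paper gives 919 and the count here was 1394. It was within range with either pseudocount (1353 with 1 FPKM, 1363 with 0.01 FPKM), a minimum of 5 FPKM (1093), the median change set to 0 (1108), assembled loci left out (1139) and strictly falling values (866), and not with no filter, rescaling to equal sums or a correlation of 0.95. For the rising profile of apple the paper gives 2343 against 3655 here, within range with a pseudocount of 1 FPKM (3330), a minimum of 5 FPKM (2960), rescaling to equal sums (3475), assembled loci left out (2644), strictly rising values (2670) and a correlation of 0.95 (1696), and not with the other 3. For its falling profile the paper gives 1812 against 3912 here, within range only with a minimum of 5 FPKM (2689), rescaling to equal sums (2579) and strictly falling values (1325). For profile 4 the paper gives 394 against 696 here, within range only with a pseudocount of 1 FPKM (484), a minimum of 5 FPKM (457), rescaling to equal sums (498) and assembled loci left out (422).

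The fold changes of Tables S3, S4 and S5 are compared on the log2 scale. With a pseudocount of 0.01 FPKM, with the median change set to 0 and with the plain ratio, and not with a pseudocount of 1 FPKM or rescaling to equal sums, these came within range: PEX2_032420 at 3 hpi (the paper's 3.59, here 2.93) and 6 hpi (the paper's 7.37, here 6.67), PEX2_040830 at 3 hpi (the paper's 5.68, here 4.90) and 6 hpi (the paper's 5.35, here 4.61), and PEX2_063170 at 3 hpi (the paper's 3.15, here 2.51) and 6 hpi (the paper's 3.05, here 2.43). With the median change set to 0 alone, PEX2_088710 at 3 hpi (the paper's 2.79, here 2.14), PEX2_015940 at 6 hpi (the paper's 5.74, here 4.88) and PEX2_007300 at 3 hpi (the paper's 2.80, here 2.14) did so. With a pseudocount of 0.01 FPKM and the plain ratio alone, PEX2_081690 at 3 hpi (the paper's 3.37, here 2.10) and PEX2_080220 at 6 hpi (the paper's 6.15, here 5.17) did so. Under none of the alternatives did PEX2_011360 at 1 hpi (the paper's 2.80, here 1.95), PEX2_089180 at 6 hpi (the paper's 2.92, here 1.81) and PEX2_082040 at 1 hpi (the paper's 2.27, here 1.46).

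By the counts of the paper, more genes rose than fell at 6 hpi in *P. expansum* and at 3 and 6 hpi in apple. Here 2171 rose and 3379 fell, 5394 rose and 10307 fell, and 6356 rose and 11099 fell, and of the settings run only the median change set to 0, which evens out the directions largely by construction, gave more rising genes, with 2797 up and 2621 down, 7571 and 6457, and 8397 and 7723. The paper has more apple genes in the rising than in the falling profile. Here 3655 rose and 3912 fell, and the rising profile was the larger with a pseudocount of 1 FPKM, a minimum of 5 FPKM, rescaling to equal sums, strictly rising or falling values and a correlation of 0.95.

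Among the CWDE genes, the paper does not list PEX2_016450 as up at 1 hpi, and here its log2 change was 1.36. The paper also required an FDR, so a gene it does not list as up need not be unchanged there. The paper lists PEX2_013190 and PEX2_081690 as up at 3 hpi. Here both were under 1 FPKM and not counted, and with no filter both are above the threshold. The paper does not list PEX2_004230, PEX2_011360 and PEX2_015940 as up at 3 hpi, and here they were counted as up by the fold threshold alone. The log2 changes of PEX2_011360 and PEX2_015940 were 1.06 and 1.65, and PEX2_004230 was listed at 0 at 0 hpi and had 1.79 FPKM at 3 hpi. The other 11 genes that the paper lists as up at 3 hpi were up here too. At 6 hpi 7 genes that the paper lists as up were not counted here. PEX2_016450 and PEX2_025180 had log2 changes of 0.90 and 0.83 and pass with the median change set to 0. PEX2_007290, PEX2_013190, PEX2_054130 and PEX2_092420 stayed under 1 FPKM and are counted with no filter. PEX2_004580 was listed at 0 in all 4 libraries and is counted under no setting. The paper describes the 5 antioxidant genes as not expressed at 1 hpi, and here they stood between 0.314 and 48.0 FPKM. It describes PEX2_108150 as highly up-regulated relative to 0 hpi. Here the direction was the same, from a value listed at 0, but this gene reached 0.751 FPKM at most. Figure 5G draws evm.model.Backbone_3165.7 with colours, and it was listed at 0 in all 4 libraries.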

Other observations

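The tests in this part were chosen after the result was seen, except the test of genes 3 places apart. At 3 and 6 hpi more genes fell than rose in both organisms. The depth of the 6 hpi library of *P. expansum* was 1.14 of that at 0 hpi, so lower depth could only concern the other later libraries. Were the fall due to lower depth there, genes with many fragments would not share it. Over genes with a mean of at least 10 FPKM, the median log2 change closest to 0 was -0.32, which argues against lower depth. In *P. expansum*, the 100 most abundant genes held 32.0% of the FPKM at 0 hpi, 41.0% at 3 hpi and 38.3% at 6 hpi. Were the fall due to this larger share of a few genes, it would vanish without them. Without the 100 most abundant genes of each library and with the rest rescaled, the median closer to 0 of the 2 time points was still -0.31, which argues against a few genes as the whole cause. In apple their share was 27.4% at 3 hpi and 26.0% at 6 hpi, below that at 0 hpi, which argues against a larger share of a few genes there. With the columns rescaled to equal sums, more genes still fell than rose, 3644 against 1569 and 3381 against 2054 in *P. expansum* and 6922 against 4832 and 7764 against 5626 in apple at 3 and 6 hpi, which argues against unequal sums of the columns as the whole cause. Setting the median change to 0 removes a common shift by construction, whatever its source, and decides nothing. A common shift from another step of the authors' scaling and a fall of many transcripts after inoculation stay open. The tests of abundant genes reach only the 100 most abundant of each library. A larger share of many other rising genes was not tested and stays open too.

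At 1 hpi more apple genes rose than fell. The 100 most abundant genes held 32.7% of the FPKM of apple at 0 hpi and 21.0% at 1 hpi. Without the most abundant genes the median log2 change at 1 hpi went from 0.25 to 0.03 (0.0270), and 915 genes rose and 448 fell. The smaller share of a few genes may therefore account for the shift of the median, but not for all of the excess of rising genes. Why their share fell was not tested.

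Most fold changes in the tables of the paper lie above the FPKM log2 ratios. Over the 31 values at 3 and 6 hpi whose gene had at least 1 FPKM in both libraries, the difference had a median of 0.41, ranged from 0.13 to 0.66 and had an SD over genes of 0.128. Over all 50 values at these time points whose gene was above 0 in both libraries, it ranged from -0.35 to 0.93 with an SD of 0.20, and 2 values lay below the ratio. At 1 hpi, 2 values could be compared at this level, with differences of 0.40 and 0.79. Another scaling of the libraries in the fold changes of the paper may account for the median difference, but one scaling gives the same difference for each gene of a time point, and the values carry no error against which their spread could be set. This stays open.

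In the apple table, 3776 sets of identifiers, with 8559 members, had values above 0 and equal to the last digit in all 4 libraries, which is 21.7% of the 39533 identifiers above 0 in all of them. In 96.3% of the sets all members were gene models of 1 backbone number, and 3378 sets (89.5%) were consecutive. A candidate explanation is that 1 locus is listed under several neighbouring gene models. No biological explanation was tested.

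Neighbouring genes of *P. expansum* changed together at 6 hpi. Pearson's r of the log2 changes was 0.252 between adjacent genes, 0.101 between genes 2 places apart and 0.0112 between genes 5 places apart; this is across genes, which are not independent replicates. Without pairs of identical values r between adjacent genes was 0.245 over 6905 pairs, where shuffled orders gave at most 0.0459, which argues against a single value listed under adjacent identifiers. Between genes 3 places apart, which do not adjoin, it was 0.0757 over 6576 pairs, where shuffled orders gave at most 0.0387, which argues against reads shared between genes that adjoin as the whole cause. Genes listed at 0 enter these values with the pseudocount. Over genes above 0 at 0 and 6 hpi, r was 0.179 between adjacent genes without pairs of identical values, where shuffled orders gave at most 0.0407, and 0.0518 between genes 3 places apart, where they gave at most 0.0400. There were 8 runs of at least 4 adjacent genes with log2 changes of at least 3, with 42 genes, where 1000 shuffled orders gave 0.179 on average and at most 3. The size of the change in the runs depends on the pseudocount, since each run has genes listed at 0 at 0 hpi. The longest, PEX2_100770 to PEX2_100830, has 7 genes, 2 of them listed at 0 at 0 hpi, with 3.11 to 355 FPKM at 6 hpi, and includes PEX2_100810. Another, PEX2_030850 to PEX2_030900, has 6 genes, 4 of them listed at 0 at 0 hpi, and includes the CWDE gene PEX2_030850. The run from PEX2_082300 to PEX2_082330 has 4 genes, 2 of them listed at 0 at 0 hpi, and includes PEX2_082310. Induction of clustered genes during early infection may underlie these runs. This is a hypothesis found on the same data.

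Some assembled apple loci switched between 0 and over 100 FPKM from 0 to 1 hpi, 3 lost and 5 gained. MSTRG.9185 went from 918 FPKM to 0 while MSTRG.9186 went from 0 to 1994, and MSTRG.22445 went from 653 FPKM to 0 while MSTRG.22444 went from 0 to 352. These 2 pairs have consecutive numbers, where 1000 shuffles gave at most 1. Reads of 1 locus moved to the locus with the next number may explain these pairs, and the other 4 loci have no such partner. Changes of such loci need not be changes in expression. No biological explanation was tested.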
